# Characterization of a putative NsrR homologue in *Streptomyces venezuelae* reveals a new member of the Rrf2 superfamily

**DOI:** 10.1038/srep31597

**Published:** 2016-09-08

**Authors:** John T. Munnoch, Ma Teresa Pellicer Martinez, Dimitri A. Svistunenko, Jason C. Crack, Nick E. Le Brun, Matthew I. Hutchings

## Abstract

Members of the Rrf2 superfamily of transcription factors are widespread in bacteria but their functions are largely unexplored. The few that have been characterized in detail sense nitric oxide (NsrR), iron limitation (RirA), cysteine availability (CymR) and the iron sulfur (Fe-S) cluster status of the cell (IscR). In this study we combined ChIP- and dRNA-seq with *in vitro* biochemistry to characterize a putative NsrR homologue in *Streptomyces venezuelae*. ChIP-seq analysis revealed that rather than regulating the nitrosative stress response like *Streptomyces coelicolor* NsrR, Sven6563 binds to a conserved motif at a different, much larger set of genes with a diverse range of functions, including a number of regulators, genes required for glutamine synthesis, NADH/NAD(P)H metabolism, as well as general DNA/RNA and amino acid/protein turn over. Our biochemical experiments further show that Sven6563 has a [2Fe-2S] cluster and that the switch between oxidized and reduced cluster controls its DNA binding activity *in vitro*. To our knowledge, both the sensing domain and the putative target genes are novel for an Rrf2 protein, suggesting Sven6563 represents a new member of the Rrf2 superfamily. Given the redox sensitivity of its Fe-S cluster we have tentatively named the protein RsrR for Redox sensitive response Regulator.

Filamentous *Streptomyces* bacteria produce bioactive secondary metabolites that account for more than half of all known antibiotics as well as anticancer, anti-helminthic and immunosuppressant drugs^1^,^2^. More than 600 *Streptomyces* species are known and each encodes between 10 and 50 secondary metabolites but only 25% of these compounds are produced *in vitro*. As a result, there is huge potential for the discovery of new natural products from *Streptomyces* and their close relatives. This is revitalizing research into these bacteria and *Streptomyces venezuelae* has recently emerged as a new model for studying their complex life cycle, in part because of its unusual ability to sporulate to near completion when grown in submerged liquid culture. This means the different tissue types involved in the progression to sporulation can be easily separated and used for tissue specific analyses such as RNA sequencing and chromatin immunoprecipitation and sequencing (RNA- and ChIP-seq)^3^,^4^. *Streptomyces* species are complex bacteria that grow like fungi, forming a branching, feeding substrate mycelium in the soil that differentiates upon nutrient stress into reproductive aerial hyphae that undergo cell division to form spores^5^. Differentiation is closely linked to the production of antibiotics, which are presumed to offer a competitive advantage when nutrients become scarce in the soil.

*Streptomyces* bacteria are well adapted for life in the complex soil environment with more than a quarter of their ~9 Mbp genomes encoding one and two-component signaling pathways that allow them to rapidly sense and respond to changes in their environment^6^. They are facultative aerobes and have multiple systems for dealing with redox, oxidative and nitrosative stress. Most species can survive for long periods in the absence of O_2_, most likely by respiring nitrate, but the molecular details are not known^7^. They deal effectively with nitric oxide (NO) generated either endogenously through nitrate respiration^7^ or in some cases from dedicated bacterial NO synthase (bNOS) enzymes^8^ or by other NO generating organisms in the soil^9^. We recently characterized NsrR, which is the major bacterial NO stress sensor, in *Streptomyces coelicolor* (ScNsrR). NsrR is a dimeric Rrf2 family protein with one [4Fe-4S] cluster per monomer that reacts rapidly with up to eight molecules of NO^10^,^11^. Nitrosylation of the Fe-S cluster results in derepression of the *nsrR*, *hmpA1* and *hmpA2* genes^11^, which results in transient expression of HmpA NO dioxygenase enzymes that convert NO to nitrate^12^,^13^,^14^. The Rrf2 superfamily of bacterial transcription factors is still relatively poorly characterized, but many have C-terminal cysteine residues that are known or predicted to coordinate Fe-S clusters. Other characterized Rrf2 proteins include RirA which senses iron limitation most likely through an Fe-S cluster^15^ and IscR which senses the Fe-S cluster status of the cell^16^.

In this work we report the characterization of the *S. venezuelae* Rrf2 protein Sven6563 that is annotated as an NsrR homologue. In fact, it shares only 27% primary sequence identity with ScNsrR and is not genetically linked to an *hmpA* gene (Supplementary Figure S1). We purified the protein from *E. coli* under anaerobic conditions and found that it is a dimer with each monomer containing a reduced [2Fe-2S] cluster that is rapidly oxidized but not destroyed by oxygen. Thus, the [2Fe-2S] cofactor is different to the [4Fe-4S] cofactors in the *S. coelicolor* and *Bacillus subtilis* NsrR proteins. The [2Fe-2S] cluster of Sven6563 switches easily between oxidized and reduced states and we provide evidence that this switch controls its DNA binding activity, with holo-RsrR showing highest affinity for DNA in its oxidised state. We have tentatively named the protein RsrR for Redox sensitive response Regulator. ChIP-seq and ChIP-exo analysis allowed us to define the RsrR binding sites on the *S. venezuelae* genome with RsrR binding to class 1 target genes with an 11-3-11 bp inverted repeat motif and class 2 target genes with a single repeat or half site. Class 1 target genes suggest a primary role in regulating NADH/NAD(P)H and glutamate/glutamine metabolism rather than nitrosative stress. The *sven6562* gene, which is divergent from *rsrR*, is the most highly induced transcript, up 5.41-fold (log2), in the *∆rsrR* mutant and encodes a putative NAD(P)+ binding repressor in the NmrA family. Other class 1 target genes are not significantly affected by loss of RsrR suggesting additional levels of regulation, possibly including the divergently expressed Sven6562 (NmrA). Taken together our data suggest that RsrR is a new member of the Rrf2 family and extends the known functions of this superfamily, potentially sensing redox via a [2Fe-2S] cofactor in a mechanism that has only previously been observed in SoxR proteins.

## Results

### Identifying RsrR target genes in *S. venezualae*

We previously reported a highly specialized function for the NO-sensing NsrR protein in *S. coelicolor*. ChIP-seq against a 3xFlag-ScNsrR protein showed that it only regulates three genes, two of which encode NO dioxygenase HmpA enzymes, and the *nsrR* gene itself^11^. To investigate the function of RsrR, the putative NsrR homologue in *S. venezuelae*, we constructed an *S. venezualae* ∆*rsrR* mutant expressing an N-terminally 3xFlag-tagged protein and performed ChIP-seq against this strain (accession number GSE81073). The sequencing reads from the wild-type (control) sample were subtracted from the experimental sample before ChIP peaks were called (Fig. 1a). Using an arbitrary cut-off of ≥500 sequencing reads we identified 117 enriched target sequences (Supplementary data S1). We confirmed these peaks by visual inspection of the data using Integrated Genome Browser^17^ and used MEME^18^ to identify a conserved motif in all 117 ChIP peaks (Fig. 1b). In 14 of the 117 peaks this motif is present as an inverted 11-3-11 bp repeat, which is characteristic of full-length Rrf2 binding sites^16^,^19^, and we called these class 1 targets (Fig. 1c). In the other 103 peaks it is present as a single motif or half site and we call these class 2 targets (Fig. 1b). The divergent genes *sven3827/8* contain a single class 1 site and the 107 bp intergenic region between *sven6562* and *rsrR* contains two class 1 binding sites separated by a single base pair. It seems likely that RsrR autoregulates and also regulates the divergent *sven6562*, which encodes a LysR family regulator with an NmrA-type ligand-binding domain. These domains are predicted to sense redox poise by binding NAD(P)+ but not NAD(P)H^20^. The positions of the two RsrR binding sites relative to the transcript start sites (TSS) of *sven6562* and *rsrR* suggests that RsrR represses transcription of both genes by blocking the RNA polymerase binding site (Supplementary Figure S2). 

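TSS called by the authors with the TSSAR web service place this promoter on the chromosome. TSSAR compares read starts between a library enriched for primary transcripts and one that is not, and its Difference column, the authors' value, gives the excess of read starts at each called position. The start codons of *sven6562* (position 7172675, minus strand) and *rsrR* (position 7172782) enclose 106 bp. On the minus strand a TSS was called at position 7172730, 55 nt upstream of the *sven6562* start codon, in both strains. The Difference was 9 in the wild type and 1051 in the mutant. Over all positions called in both strains with a Difference above 0, the median ratio of mutant to wild type was 2-fold, and the *sven6562* position, at 6.87 on the log2 scale, ranked 1. A weaker TSS, at position 7172711 and 36 nt upstream, was called in the mutant alone, with a blank Difference. The paper describes 2 class 1 sites in this region, and Table 1 gives 1 position for them, 72 bp from the *sven6562* start codon. That is position 7172747, 17 nt upstream of the stronger TSS and 36 nt upstream of the weaker TSS. The extent of each site was not placed on the chromosome here. Whether a site covers either TSS was therefore not examined. On the plus strand no TSS was called in either strain between these start codons or within 500 nt of them, so a distance to an *rsrR* TSS could not be computed. From the positions of the sites relative to the TSS, the paper proposes that RsrR blocks RNA polymerase at both genes.

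**Figure D1:**
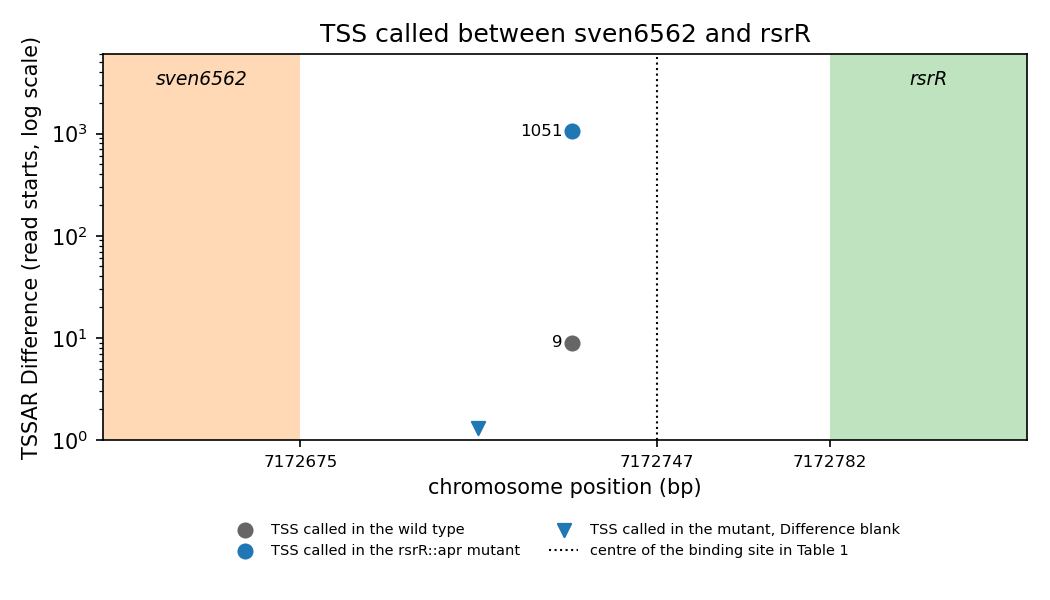
TSS called on the minus strand between *sven6562* (orange) and *rsrR* (green), by chromosome position in bp (horizontal axis), with the TSSAR Difference in read starts on a log scale (vertical axis). The grey point is the wild type at 9, and the blue point is the mutant at 1051. The triangle marks the mutant call with a blank Difference. The dotted line marks the position that Table 1 gives for the binding sites, not the extent of a site.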

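For the expression comparison, RNA of wild-type *S. venezuelae* and of the *rsrR::apr* mutant, in which an apramycin resistance cassette disrupts *rsrR*, was sequenced. By the sample labels both strains were grown for 16 h. The authors deposited 1 column of read counts per strain over 7536 features of the chromosome, so no difference between the strains has a replicate check and none was tested. The counted reads came to 3885216 in the wild type and 10355161 in the mutant, a ratio of 2.67. Of these reads, 82.4% in the wild type and 81.1% in the mutant mapped to a single place. Features whose identifiers carry the letter r took 14.3% of the wild-type and 16.8% of the mutant reads, and features whose identifiers carry the letter t took 10.4% and 7.66%. The authors' normalized value is the count scaled to a library total of 1000000 over all features (CPM), so that 1 read is worth 0.257 CPM in the wild type and 0.0966 CPM in the mutant. The methods name the Tuxedo protocol for gene expression, and which of the libraries was counted is not given in the sources used here. Here the log2 ratio of the normalized value in the mutant to that in the wild type was taken, with no pseudocount where both values were above 0 and with 1 added to both values otherwise. Intervals are exact 95% intervals from the reads (conditional binomial, Clopper-Pearson) and cover counting error only, not variation between cultures. Genes with more than 100 reads in at least 1 of the libraries, after the footnote of Table 1, were ranked, which left 5511 genes. Their median log2 ratio was 0.12, and the middle 90% of the genes lay between −1.12 and 1.63. Scaling by the median of ratios would lower the log2 ratios taken without a pseudocount by 0.06.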

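The disrupted gene *rsrR* (*sven6563*, position 7172782 to 7173264) had 30 reads in the wild type and 1 read in the mutant, a log2 ratio of −6.32 (95% interval −11.67 to −3.73). This ratio rests on few reads and was −0.81 with a pseudocount of 10. The divergent gene *sven6562* (position 7171929 to 7172675) had 37 reads in the wild type and 6211 reads in the mutant. Its normalized value was 9.52 CPM in the wild type and 599.8 CPM in the mutant, a log2 ratio of 5.98 (95% interval 5.51 to 6.48). A pseudocount of 10 moved this ratio the most, to 4.97. By log2 ratio *sven6562* ranked 4 among the 5511 genes, after *sven4356* at 7.21, *sven2158* at 7.10 and *sven4348* at 6.93. These 3 genes had 2, 1 and 1 reads in the wild type, and the lower bounds of their intervals, 5.36, 4.61 and 4.44, lie below the ratio of *sven6562*. *sven2144* came next at 5.78, with 7 reads in the wild type and 1023 in the mutant. The supplementary annotation used here lists *sven2158* and *sven2144* as hypothetical proteins and does not list *sven4356* and *sven4348*. With a pseudocount of 1 or 10 on every value *sven6562* ranked 1. A further 2 genes past the filter had no read in the wild type. Against a floor of 3 counts per library, their 363 and 236 reads in the mutant are at least 45.4-fold and at least 29.5-fold higher.

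**Figure D2:**
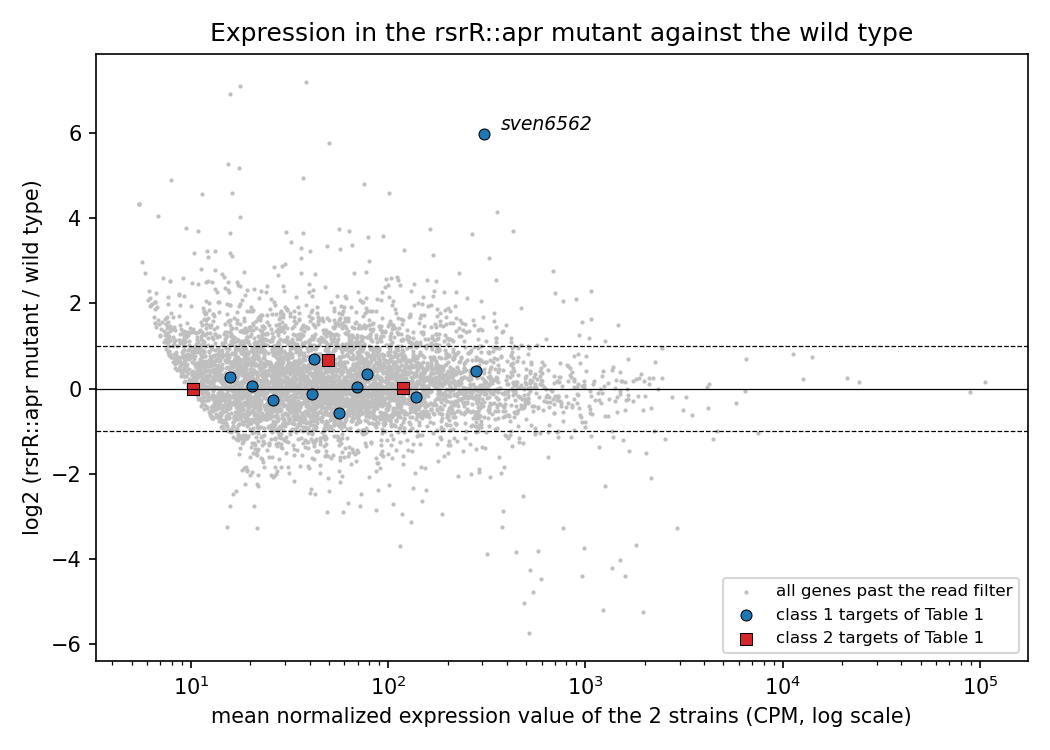
Log2 ratio of the *rsrR::apr* mutant to the wild type (vertical axis) against the mean normalized expression value of the strains in CPM (horizontal axis, log scale). Each grey point is 1 of the 5511 genes past the read filter, blue circles are class 1 and red squares class 2 targets of Table 1, and dashed lines mark a ratio of 1 and −1. *sven6562* lies at 5.98 and the other marked targets lie between the dashed lines.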

Following investigation of RNA-seq expression data (Supplementary data S1) comparing the wild-type and ∆*rsrR* strains the only ChIP-seq associated class 1 target with a significantly altered expression profile is *sven6562* which is ~5.41-fold (log2) induced by loss of RsrR. 

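Table 1 lists 13 class 1 targets besides *rsrR*, and 11 of them passed the read filter. Without *sven6562*, the log2 ratios of the remaining 10 ran from −0.57 in *sven3827* (262 reads in the wild type and 472 in the mutant, 95% interval −0.79 to −0.34) to 0.70 in *sven6534* (124 and 537 reads, 0.42 to 0.99). Of the 10, 6 lay above 0 and 4 below, and none reached 1 in either direction. The direction depends on the scaling, as 4 lay above 0 and 6 below when scaled by the median of ratios. Their median was 0.04, at percentile 46.9 of 10000 random lists of as many genes matched on mean expression. Their median absolute log2 ratio was 0.26, at percentile 5.9 of such lists. With *sven6562* the median was 0.06, and raising the filter to more than 1000 reads, which leaves 3 genes, moved it the most, to 0.41. Within this range lay *sven1670* at −0.26, *sven0372* at −0.20, *sven1686* at 0.26 and *sven3934* at 0.34. Taking both flanking genes of each site gave 21 genes with a median of 0.15, of which 3 passed 1. These were *sven6562*, a gene beside *sven1670* that fell from 116 to 86 reads (−1.85) and a gene beside *sven0372* that rose from 24 to 128 reads (1.00). For the genes labelled in Fig. 1a the median was 0.08 over the 12 past the filter. Of those not in Table 1, *sven1377* had a log2 ratio of 0.11, *sven1649* 0.18, *sven1848* 0.21 and *sven3826* −0.61 (−0.71 to −0.51). Under the filter, *sven2234* had 61 and 59 reads and a log2 ratio of −1.46 (upper bound −0.92), *sven1648* had 35 and 73 reads (−0.95 to 0.27) and *sven2495* had 0 and 9 reads. *sven3828*, which the paper calls divergent from *sven3827*, had 20 and 74 reads (−0.26 to 1.26). By the positions used here *sven3828* lies 170 bp past the end of *sven3827*, whose TSS is on the plus strand. The dehydrogenase gene *sven1847* did not pass the filter, with 50 and 73 reads and a log2 ratio of −0.87 (95% interval −1.41 to −0.32). *sven2494*, with 26 and 38 reads, had an interval of −1.62 to −0.09. *sven5174*, annotated in Table 1 as a quinone oxidoreductase, had 166 and 406 reads and a log2 ratio of −0.12 (−0.39 to 0.15). *sven5173* had 0 reads in both libraries, so no ratio was computed. The 14 genes of the *nuo* operon, *sven4265* to *sven4278* (position 4616379 to 4632220), all passed the filter, with log2 ratios from −0.24 to 0.82 and a median of 0.19 (counting interval 0.13 to 0.23). This median lay at percentile 83.5 of the matched lists. *sven4265* to *sven4272* had a median of 0.14, and *sven4273* to *sven4278* had a median of 0.28. *sven4273*, the operon's gene in Table 1, rose from 924 to 3283 reads (95% interval 0.31 to 0.52), and *sven4275* had the highest ratio of the operon.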

We hypothesis that other class 1 targets for which we have RNA-seq data are not significantly affected because they are subject to additional levels of regulation, including perhaps by Sven6562 itself although this remains to be seen.

Other class 1 targets include the *nuo* (NADH dehydrogenase) operon *sven4265-78* (*nuoA-N*) which contains an internal class 1 site upstream of *nuoH*, the putative NADP+ dependent dehydrogenase Sven1847 and the quinone oxidoreductase Sven5173 which converts quinone and NAD(P)H to hydroquinone and NAD(P)+ (Table 1). These data suggest a role for RsrR in regulating NAD(P)H metabolism. In addition to the genes involved directly in NADH/NAD(P)H metabolism, class 2 targets include 21 putative transcriptional regulators, genes involved in both primary and secondary metabolism, RNA/DNA replication and modification genes, transporters (mostly small molecule), proteases, amino acid (particularly glutamate and glutamine) metabolism, and a large number of genes with of unknown function (Supplementary data S1).

### Purified RsrR contains a redox active [2Fe-2S] cluster

The genes bound by RsrR do not include any NO detoxification genes and this suggested it is not an NsrR homologue but instead has an alternative function. To learn more about the protein we purified it from *E. coli* under strictly anaerobic conditions. The anaerobic RsrR solution is pink in colour but rapidly turns brown when exposed to O_2_, suggesting the presence of a redox-active cofactor. Consistent with this, the UV-visible absorbance spectrum of the as-isolated protein revealed broad weak bands in the 300–640 nm region but following exposure to O_2_, the spectrum changed significantly, with a more intense absorbance band at 460 nm and a pronounced shoulder feature at 330 nm (Fig. 2a). The form of the reduced and oxidized spectra are similar to those previously reported for [2Fe-2S] clusters that are coordinated by three Cys residues and one His^21^,^22^. The anaerobic addition of dithionite to the previously air-exposed sample (at a 1:1 ratio with [2Fe-2S] cluster as determined by iron content) resulted in a spectrum very similar to that of the as-isolated protein (Fig. 2a), demonstrating that the cofactor undergoes redox cycling.

Because the electronic transitions of iron-sulfur clusters become optically active as a result of the fold of the protein in which they are bound, CD spectra reflect the cluster environment^23^. The near UV-visible CD spectrum of RsrR (Fig. 2b) for the as-isolated protein contained three positive (+) features at 303, 385 and 473 nm and negative (−) features at 343 and 559 nm. When the protein was exposed to ambient O_2_ for 30 min, significant changes in the CD spectrum were observed, with features at (+) 290, 365, 500, 600 nm and (−) 320, 450 and 534 nm (Fig. 2b). The CD spectra are similar to those reported for Rieske-type [2Fe-2S] clusters^21^,^24^,^25^, which are coordinated by two Cys and two His residues. Anaerobic addition of dithionite (1 equivalent of [2Fe-2S] cluster) resulted in reduction back to the original form (Fig. 2b) consistent with the stability of the cofactor to redox cycling.

The absorbance data above indicates that the cofactor is in the reduced state in the as-isolated RsrR protein. [2Fe-2S] clusters in their reduced state are paramagnetic (S = ½) and therefore should give rise to an EPR signal. The EPR spectrum for the as-isolated protein contained signals at g = 1.997, 1.919 and 1.867 (Fig. 2c). These g-values and the shape of the spectrum are characteristic of a [2Fe-2S]^1+^ cluster. The addition of excess sodium dithionite to the as-isolated protein did not cause any changes in the EPR spectrum (Fig. 2c) indicating that the cluster was fully reduced as isolated. Exposure of the as-isolated protein to ambient O_2_ resulted in an EPR-silent form, with only a small free radical signal typical for background spectra, consistent with the oxidation of the cluster to the [2Fe-2S]^2+^ form (Fig. 2c), and the same result was obtained upon addition of the oxidant potassium ferricyanide (data not shown).

To further establish the cofactor that RsrR binds, native ESI-MS was employed. Here, a C-terminal His-tagged form of the protein was ionized in a volatile aqueous buffered solution that enabled it to remain folded with its cofactor bound. The deconvoluted mass spectrum contained several peaks in regions that corresponded to monomer and dimeric forms of the protein, (Supplementary Figure S3). In the monomer region (Fig. 3a), a peak was observed at 17,363 Da, which corresponds to the apo-protein (predicted mass 17363.99 Da), along with adduct peaks at +23 and +64 Da due to Na^+^ (commonly observed in native mass spectra) and most likely two additional sulfurs (Cys residues readily pick up additional sulfurs as persulfides, respectively^26^. A peak was also observed at +176 Da, corresponding to the protein containing a [2Fe-2S] cluster. As for the apo-protein, peaks corresponding to Na^+^ and sulfur adducts of the cluster species were also observed (Fig. 3a). A significant peak was also detected at +120 Da that corresponds to a break down product of the [2Fe-2S] cluster (from which one iron is missing, FeS_2_). In the dimer region, the signal to noise is significantly reduced but peaks are still clearly present (Fig. 3b). The peak at 34,726 Da corresponds to the RsrR homodimer (predicted mass 34727.98 Da), and the peak at +352 Da corresponds to the dimer with two [2Fe-2S] clusters. A peak at +176 Da is due to the dimer containing one [2Fe-2S] cluster. A range of cluster breakdown products similar to those detected in the monomer region were also observed (Fig. 3b). Taken together, the data reported here demonstrate that RsrR contains a [2Fe-2S] cluster that can be reversibly cycled between oxidised (+2) and reduced (+1) states.

### Cluster and oxidation state dependent binding of RsrR *in vitro*

To determine which forms of RsrR are able to bind DNA, we performed EMSA experiments using the intergenic region between the highly enriched ChIP target *sven1847/8* as a probe. Increasing ratios of [2Fe-2S] RsrR to DNA resulted in a clear shift in the mobility of the DNA from unbound to bound, see Fig. 4a. Equivalent experiments with cluster-free (apo) RsrR did not result in a mobility shift, demonstrating that the cluster is required for DNA-binding activity. These experiments were performed aerobically and so the [2Fe-2S] cofactor was in its oxidised state. To determine if oxidation state affects DNA binding activity, EMSA experiments were performed with [2Fe-2S]^2+^ and [2Fe-2S]^1+^ forms of RsrR. The oxidised cluster was generated by exposure to air and confirmed by UV-visible absorbance. The reduced cluster was obtained by reduction with sodium dithionite, confirmed by UV-visible absorbance, and the reduced state was maintained using EMSA running buffer containing an excess of dithionite. The resulting EMSAs, Fig. 4b,c, show that DNA-binding occurred in both cases but that the oxidised form bound significantly more tightly. Tight binding could be restored to the reduced RsrR samples by allowing it to re-oxidise in air (data not shown). We cannot rule out that the apparent low affinity DNA binding observed for the reduced sample results from partial re-oxidation of the cluster during the electrophoretic experiment. Nevertheless, the conclusion is unaffected: oxidised, [2Fe-2S]^2+^ RsrR is the high affinity DNA-binding form and these results suggest a change in the redox state of the [2Fe-2S] cluster controls the activity of RsrR, something which has only previously been observed for SoxR, a member of the MerR superfamily^27^.

### Oxidised [2Fe-2S] RsrR binds strongly to class 1 and 2 binding sites *in vitro*

To further investigate the DNA binding activities of [2Fe-2S]^2+^ RsrR, EMSAs were performed on DNA probes containing the two class 2 RsrR binding sites at *sven0247* and *sven519* (Fig. 5a). Both probes were shifted by oxidized [2Fe-2S] RsrR showing that RsrR binds to both class 1 and 2 probes *in vitro*. To further test the idea of RsrR recognizing full and half sites, we constructed a series of probes based on the divergent *nmrA*-*rsrR* promoters carrying both or each individual natural class 1 sites (Fig. 5b) and artificial half sites (Fig. 5c). The combinations of artificial half sites are illustrated in Supplemental Figure S3 in regards to the original promoter region. The results show that RsrR binds strongly to both full class 1 binding sites at the *nmrA-rsrR* promoters (Fig. 5b) but only weakly to artificial half sites (Fig. 5c). This suggests that although MEME only calls half sites in most of the RsrR target genes identified by ChIP-seq these class 2 targets must contain sufficient sequence information in the other half to enable strong binding by RsrR.

### Mapping RsrR binding sites *in vivo* using ChIP-exo and differential RNA-seq

MEME analysis of the ChIP-seq data detected only 14 class 1 (11-3-11 bp inverted repeat) sites out of the 117 target sites bound by RsrR on the *S. venezuelae* chromosome. However, ChIP-Seq and EMSAs show that RsrR can bind to target genes whether they contain class 1 or class 2 sites. This differs from *E. coli* NsrR which binds only weakly to target sites containing putative half sites (class 2)^28^. To gain more information about RsrR recognition sequences and the positions of these binding sites at target promoters we combined differential RNA-seq (dRNA-seq, accession number GSE81104), which maps the start sites of all expressed transcripts, with ChIP-exo (accession number GSE80818) which uses Lambda exonuclease to trim excess DNA away from ChIP complexes leaving only the DNA which is actually bound and protected by RsrR. For dRNA-seq, total RNA was prepared from cultures of wild type *S. venezuelae* and for the *∆rsrR* mutant grown for 16 hours. 

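dRNA-seq separates primary transcripts, which keep the triphosphate of transcription initiation at the 5′ end, from processed RNA, so that read starts enriched in the treated library mark TSS. There are 4 deposited samples, 2 per strain, which the labels set apart by treatment with tobacco acid pyrophosphatase, and another description of the series sets them apart by exonuclease treatment. Each set of calls is used here by strain and strand only. The depth of the libraries behind the calls is not given in the sources used here, and there is 1 set of calls per strain and strand. The authors called 5515 TSS in the wild type, 2818 on the plus and 2697 on the minus strand. In the mutant they called 7232, of which 3680 were on the plus and 3552 on the minus strand. TSSAR gave every call a p-value of at most 0.0001, and a blank Difference to 304 of the 12747 calls. Calls of the primary class alone, within 250 nt upstream of a gene, numbered 2427 in the wild type and 2871 in the mutant, and this restriction moved the numbers the most. A call within 5 nt on the same strand in the other strain was counted as shared. This held for 4650 calls, 84.3% of those in the wild type (95% Clopper-Pearson interval 83.3 to 85.3%) and 64.3% of those in the mutant (63.2 to 65.4%). In the primary class the shares were 91.8% and 77.6%. The median Difference was 17 for shared and 5 for unshared calls of the wild type, and 35 and 9 in the mutant.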

ChIP-exo was performed on the *∆rsrR* strain producing Flag-tagged RsrR, also at 16 hours. ChIP-exo identified 630 binding sites which included the 117 targets identified previously using ChIP-seq. The ChIP-exo peaks are on average only ~50 bp wide giving much better resolution of the RsrR binding sites at each target. MEME analysis using all 630 ChIP-exo sequences identified the class 2 binding motif in every sequence and we identified transcript start sites (TSS) for 261 of the 630 RsrR target genes using our dRNA-seq data (Supplementary data S1). 

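By the authors' comment on each call, 2942 of the 7536 features (39.0%) had a primary TSS in at least 1 strain. In both strains 2211 had one, 566 had one in the mutant alone and 165 in the wild type alone. Among the 13 class 1 targets of Table 1 besides *rsrR*, 7 had a primary TSS: *sven0372*, *sven1561*, *sven2494*, *sven3087*, *sven3827*, *sven3934* and *sven6562*. The TSS of *sven3934* was called in the wild type alone. Searching to 500 nt upstream added *sven1670*, for 8 of 13. Of the 7 class 2 targets of Table 1, *sven1902* had a primary TSS, 46 nt upstream of its start codon. The ChIP-exo sites were not analysed here.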

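The primary TSS of *sven0372* was called at position 406030 on the minus strand, 115 nt upstream of the start codon, with a Difference of 30 in the wild type and 23 in the mutant. *sven1561* had its TSS at position 1740733 on the minus strand, 36 nt upstream of the start codon, with a Difference of 10 in both strains. The TSS of *sven2494* fell on the first base of the start codon, at position 2708925 of the minus strand, with a Difference of 11 in the wild type and 10 in the mutant. For *sven3827* the call lay at position 4151962 on the plus strand, 30 nt upstream, with a Difference of 37 and 54. These 4 TSS are those of the targets drawn in Fig. 6, and their log2 ratios of the Difference were −0.38, 0, −0.14 and 0.55. Relative to the 2-fold median ratio over all positions called in both strains, they moved by −1.38, −1.00, −1.14 and −0.45. These moves rest on few read starts and have no counting interval, and many other positions ranked lower. The log2 expression ratios of the genes were −0.20 (*sven0372*), 0.03 (*sven1561*), −0.87 (*sven2494*, under the read filter) and −0.57 (*sven3827*). A loss of promoter activity can therefore not be read from these moves. Of the other Table 1 targets with a primary TSS called at the same position in both strains, *sven6562* moved by 5.87, *sven3087* (a Difference of 5 and 16) by 0.68 and *sven1902* (73 and 151) by 0.05. The peak centres of Supplementary data S1 lie 106 nt (*sven0372*), 67 nt (*sven1561*), 91 nt (*sven2494*) and 36 nt (*sven3827*) from the TSS. The copy of that table used here holds 1721 peaks of its first sheet, with a further 3669 not used here.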

Figure 6 shows a graphical representation of class 1 targets that have clearly defined TSS, indicating the centre of the ChIP peak, the associated TSS and any genes within the ~200 bp frame. Based on the RsrR binding site position at putative target genes RsrR likely acts as both a transcriptional activator and repressor and we have shown that RsrR represses transcription of *sven6562* which is a class 1 target with two 11-3-11 bp binding site in the intergenic region between *sven6562* and *rsrR*. 

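In the expression table *sven6562* rose 63.0-fold, and the 3 genes on each side of *sven6562* and *rsrR* changed by differing amounts. On its far side, separated by 106 bp, the gene at position 7170647 to 7171822 rose from 104 to 930 reads, a log2 ratio of 1.75 (95% interval 1.45 to 2.05). The gene beyond it, with 24 reads in the wild type and 53 in the mutant, had a log2 ratio of −0.27 (−0.99 to 0.49), and the next gene had 0.10 (−0.23 to 0.44). Past *rsrR*, the gene at position 7173525 to 7174091 rose from 496 to 2090 reads, a log2 ratio of 0.66 (0.52 to 0.80), and the gene after it had a log2 ratio of −0.40 (−0.61 to −0.19). The gene at position 7175253 to 7175903 went from 2 to 52 reads, under the read filter, with a log2 ratio of 3.29 and an interval of 1.36 to 6.37 that overlaps that of *sven6562*. No TSS was assigned to the gene at position 7170647, so its strand is not known here. The paper states that RsrR represses *sven6562*, a gene with class 1 sites that it found induced in the mutant.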

The functional significance of RsrR binding to the other class 1 and 2 target genes identified here by ChIP-seq and ChIP-exo remains to be seen but they are not significantly affected by loss of RsrR under the conditions used in our experiments.

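Of the 7 class 2 targets of Table 1, 3 passed the read filter. The log2 ratio of *sven0519* was 0.67 (149 reads in the wild type and 632 in the mutant, 95% interval 0.41 to 0.94), that of *sven1902* was 0.02 (460 and 1246 reads, −0.13 to 0.18) and that of *sven5088* was −0.02 (40 and 105 reads, −0.56 to 0.54). With no read filter all 7 entered, and their median moved from 0.02 to −0.83. The genes this adds had few reads. The lowest was *sven6227*, with 24 reads in the wild type and 4 in the mutant, a log2 ratio of −4.00 (−5.99 to −2.46). *sven0772* had 28 and 38 reads, *sven2540* had 5 and 7, and *sven4022* had 10 and 15, and the intervals of *sven2540* and *sven4022* include 0. *sven0247*, which has a class 2 site probed by EMSA and is not in Table 1, rose from 97 to 981 reads, a log2 ratio of 1.92 (1.62 to 2.24), at rank 176 of the genes past the filter. With 1 library per strain this rise has no replicate check. Of the 6 genes of glutamate and glutamine metabolism that the paper discusses, 5 passed the filter, with a median of 0.03 at percentile 43.4 of the matched lists. *sven1561* had 266 and 723 reads (−0.18 to 0.24), *sven3711* had a log2 ratio of 0.56 (0.41 to 0.72) and *sven4418* had 0.38 (0.25 to 0.50). *sven7195* alone passed 1, with 678 and 779 reads and a log2 ratio of −1.21 (−1.36 to −1.06). *sven4888*, under the filter with 15 and 72 reads, had a log2 ratio of 0.85 (0.03 to 1.76).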

## Discussion

In this work we have identified and characterized a new member of the Rrf2 protein family, which was mis-annotated as an NsrR homologue in the *S. venezuelae* genome. ChIP analyses show that RsrR binds to 630 sites on the *S. venezuelae* genome which compares to just three target sites for *S. coelicolor* NsrR and their DNA recognition sequences are very different. 

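Among the genes past the read filter, 856 rose by 1 or more on the log2 scale and 333 fell by as much, so 72.0% of these genes were higher in the mutant. This split depends on the filter and the unequal depth, as 515 of the 856 had no more than 100 reads in the wild type. With more than 100 reads required in both libraries, 341 genes rose and 300 fell, 53.2% higher. With no filter, 1220 rose and 839 fell, 59.3% higher. The remaining 4322 genes past the filter changed by less than 1. The largest decreases were in *sven5953*, from 3966 to 196 reads (log2 ratio −5.75, 95% interval −5.97 to −5.55), *sven3603* at −5.25, *sven3604*, from 9299 to 669 reads, and the superoxide dismutase gene *sven2415* at −5.03, which went from 3662 to 299 reads. The gene before *sven5953* came next, at −4.79. Table 1, which holds selected targets, and Fig. 1a list none of these genes. The copy of Supplementary data S1 used here names genes that flank its listed peaks, and *sven2415* and *sven3603* are among them. Whether RsrR binds at any of these genes was not examined here.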

RNA-seq data shows a dramatic 5.3 fold (log2) change in the expression of the divergent gene from *rsrR*, *sven6562*, but under normal laboratory conditions no other direct RsrR targets are significantly induced or repressed by loss of RsrR. Approximately 2.7% of the RsrR targets contain class 1 binding sites which consist of a MEME identified 11-3-11 bp inverted repeat. Class 1 target genes include *sven6562* and are involved in either signal transduction and/or NAD(P)H metabolism which perhaps points to a link to redox poise and recycling of NAD(P)H to NAD(P) *in vivo*. The >600 class 2 target genes contain only half sites with a single repeat but exhibit strong binding by RsrR *in vitro*. Our EMSA experiments show that RsrR binds weakly to artificial half sites and this suggests additional sequence information is present at class 2 binding sites that increases the strength of DNA binding by RsrR. Six of the class 2 targets are involved in glutamate and glutamine metabolism including: *sven1561*, encoding a Glutamine Synthase (GS) that carries out the ATP dependent conversion of glutamate and ammonium to glutamine^29^, *sven1902*, encoding a GS adenylyltransferase that carries out the adenylation and deadenylation of GS, reducing or increasing GS activity respectively^30^. *sven3711*, encoding a protein which results in the liberation of glutamate from glutamine^31^. *sven4418*, encoding a glutamine fructose-6-phosphate transaminase that carries out the reaction: L-glutamine and D-fructose 6-phosphate to L-glutamate and D-glucosamine 6-phosphate^32^. *sven4888*, encoding a glutamate-1-semialdehyde aminotransferase, which carries out the PLP dependent, reversible reaction of L-glutamate to 1-semialdehyde 5-aminolevulinate^33^. Finally, *sven7195*, encoding a glutamine-dependent asparagine synthase which carries out the ATP dependent transfer of NH_3_ from glutamine to aspartate, forming glutamate and asparagine^34^. Glutamate and glutamine are precursors for the production of mycothiol, the actinobacterial equivalent of glutathione, which acts as a cellular reducing agent. Mycothiol also acts as a cellular reserve of cysteine and in the detoxification of redox species and antibiotics^35^. Glutamate is important, as a non-essential amino acid, because it links nitrogen and carbon metabolism in bacteria^36^. Additionally, glutamate acts as a proton sink through its decarboxylation to GABA, which especially under acidic conditions, favorably removes protons from the intracellular milieu^37^.

Our data show that the purified RsrR protein contains a [2Fe-2S] cluster, which is stable in the presence of O_2_ and can be reversibly cycled between reduced (+1) and oxidized (+2) states. The oxidised [2Fe-2S]^2+^ form binds strongly to both class 1 and class 2 binding sequences *in vitro*, whereas the reduced [2Fe-2S]^1+^ form exhibits significantly weaker binding. The binding we did observed is likely due to partial oxidation of the RsrR Fe-S cluster during the EMSA electrophoresis. The cluster free form of RsrR does not bind to DNA at all. Given these observations and the stability of the Fe-S cluster to aerobic conditions, we propose that the activity of RsrR is modulated by the oxidation state of its cluster, becoming activated for DNA binding through oxidation and inactivated through reduction. Exposure to O_2_ is sufficient to cause oxidation, but other oxidants may also be important *in vivo*. The properties of RsrR described here are reminiscent of the *E. coli* [2Fe-2S] cluster containing transcription factor SoxR, which controls the regulation of another regulator, SoxS, through the oxidation state of its cluster^38^.

Due to the number of RsrR regulated transcription factors it is likely that its target genes are subject to multiple levels of regulation. For example, the *sven6562* gene, which is divergent from *rsrR*, encodes a LysR family regulator with an N terminal NmrA-type NAD(P)+ binding domain. NmrA proteins are thought to control redox poise in fungi by sensing the levels of NAD(P), which they can bind, and NAD(P)H, which they cannot^39^. This is intriguing and we propose a model in which reduction of holo-RsrR induces expression of Sven6562 which in turn senses redox poise via the ratio of NAD(P)+/NAD(P)H/NAD(P)H and then modulates expression of its own regulon which likely overlaps with that of RsrR. Clearly there is much to learn about this system and it will be important to define the role of Sven6562 in *S. venezuelae* in the future. We did not observe any phenotype for the *∆rsrR* mutant and it is no more sensitive to redox active compounds or oxidative stress than wild-type *S. venezuelae* (not shown). However, this is not surprising given the number of systems in bacteria that deal with reactive nitrogen and oxygen species and redox stress. In *Streptomyces* species these include catalases, peroxidases^40^ and superoxide dismutases^41^ and associated regulators such as OxyR^42^, SigR^43^, OhrR^44^, Rex^20^ and SoxR^45^. Thus, our data suggests Sven6563, tentatively renamed here as RsrR, is a new member of the Rrf2 family and this work extends our knowledge about this neglected but widespread superfamily of bacterial transcription factors.

## Materials and Methods

### Bacterial strains, plasmids, oligonucleotides and growth conditions

Bacterial strains and plasmids are listed in Table 2 and oligonucleotides are listed in Table 3. For ChIP-seq experiments, *S. venezuelae* strains were grown at 30 °C in MYM liquid sporulation medium^46^ made with 50% tap water and supplemented with 200 μl trace element solution^47^ per 100 ml and adjusted to a final pH of 7.3. Disruption of *rsrR* was carried out following the PCR-targeting method^48^ as described previously^49^,^50^. Primers JM0109 and JM0110 were used to PCR amplify the apramycin disruption cassette from pIJ773. Cosmid SV-5-F05 was used as the template cosmid. The disruption cosmid (pJM026) was checked by PCR using primers JM0111 and JM0112. Antibiotic marked, double crossover exconjugants, were identified as previously described and confirmed once more with JM0111 and JM0112. The 3x Flag tag copy of *rsrR* was synthesized by Genescript and subcloned into pMS82 using HindIII/KpnI and confirmed by PCR using primers JM0113 and JM0114.

### ChIP (chromatin immunoprecipitation) – seq and exo

ChIP-Seq was carried out as previously described^51^ with the below modifications. A 3xFlag tagged RsrR was used as with our previous work^11^. Following sonication and lysate clearing M2 affinity beads (Sigma-Aldrich #A2220) were prepared by washing in ½IP buffer following manufacturers instructions. The cleared lysate was incubated with 40 μl of washed M2 beads and incubated for 4 h at 4C in a vertical rotor. The lysate was removed and the beads pooled into one 1.5 microfuge tube and washed in 0.5 IP buffer. The beads were transferred to a fresh microfuge tube and washed a further 3 times removing as much buffer as possible without disturbing the beads. The DNA-protein complex was eluted from the beads with 100 μl elution buffer (50 mM Tris-HCl pH7.6, 10 mM EDTA, 1% SDS) by incubating at 65 °C overnight. Removing the ~100 μl elution buffer, an extra 50 μl of elution buffer was added and further incubated at 65 °C for 5 min. To extract the DNA 150 μl eluate, 2 μl proteinase K (10 mg/ml) was added and incubated 1.5 h at 55 °C. To the reaction 150 μl phenol-chloroform was added. Samples were vortexed and centrifuged at full speed for 10 min. The aqueous layer was extracted and purified using the Qiaquick column from Qiagen with a final elution using 50 μl EB buffer (Qiagen). The concentration of samples were determined using Quant-iT™ PicoGreen^®^ dsDNA Reagent (Invitrogen) or equivalent kit or by nanodrop measurement. DNA sequencing of ChIP-Seq samples was carried out by GATC Biotech. ChIP-exo following sonication of lysates was carried out by Peconic LLC (State College, PA) adding an additional exonuclease treatment to the process as previously described^52^. Data analysis was carried out using CLC workbench 8 followed by a manual visual inspection of the data.

### dRNA - seq

Mycelium was harvested at experimentally appropriate time points and immediately transferred to 2 ml round bottom tubes, flash frozen in liquid N_2_, stored at −80 °C or used immediately. All apparatus used was treated with RNaseZAP (Sigma) to remove RNases for a minimum of 1 h before use. RNaseZAP treated mortar and pestles were used, the pestle being placed and cooled on a mixture of dry ice and liquid N_2_ with liquid N_2_ being poured into the bowl and over the mortar. Once the bowl had cooled the mycelium samples were added directly to the liquid N_2_ and thoroughly crushed using the mortar leaving a fine powder of mycelium. Grindings were transferred to a pre-cooled 50 ml Falcon tube and stored on dry ice. Directly to the tube, 2 ml of TRI reagent (Sigma) was added to the grindings and mixed. Samples are then thawed while vortexing intermittently at room temperature for 5–10 min until the solution cleared. To 1 ml of TRI reagent resuspension, 200 *μ*l of chloroform was added and vortexed for 15 seconds at room temperature then centrifuged for 10 min at 13,000 rpm. The upper, aqueous phase (clear colourless layer) was removed into a new 2 ml tube. The remainder of the isolation protocol follows the RNeazy Mini Kit (Qiagen) instructions carrying out both on and off column DNase treatments. On column treatments were carried out following the first RW1 column wash. DNaseI (Qiagen) was added (10 *μ*l enzyme, 70 *μ*l RDD buffer) to the column and stored at RT for 1 h. The column was washed again with RW1 then treated as described in the manufacturer’s instructions. Once eluted from the column, samples were treated using TURBO DNA-free Kit (Ambion) following manufacturer’s instructions to remove residual DNA contamination.

RNA-seq was carried out by vertis Biotechnologie. Data analysis was carried out using the Tuxedo protocol^53^ for analysis of gene expression and TSSAR webservice for dRNA transcription start site analysis^54^. In addition a manual visual processing approach was carried out for each.

### Purification of RsrR

L Luria-Bertani medium (10 × 500 mL) was inoculated with freshly transformed BL21 (DE3) *E. coli* containing a pGS-21a vector with the *prsrR-His* insert. 100 μg/mL ampicillin and 20 μM ammonium ferric citrate were added and the cultures were grown at 37 °C, 200 rpm until OD_600 nm_ was 0.6–0.9. To facilitate *in vivo* iron-sulfur cluster formation, the flasks were placed on ice for 18 min, then induced with 100 μM IPTG and incubated at 30 °C and 105 rpm. After 50 min, the cultures were supplemented with 200 μM ammonium ferric citrate and 25 μM L-Methionine and incubated for a further 3.5 h at 30 °C. The cells were harvested by centrifugation at 10000 × g for 15 min at 4 °C. Unless otherwise stated, all subsequent purification steps were performed under anaerobic conditions inside an anaerobic cabinet (O_2_ < 2 ppm). Cells pellets were resuspended in 70 mL of buffer A (50 mM TRIS, 50 mM CaCl_2_, 5% (v/v) glycerol, pH 8) and placed in a 100 mL beaker. 30 mg/mL of lysozyme and 30 mg/mL of PMSF were added and the cell suspension thoroughly homogenized by syringe, removed from the anaerobic cabinet, sonicated twice while on ice, and returned to the anaerobic cabinet. The cell suspension was transferred to O-ring sealed centrifuge tubes (Nalgene) and centrifuged outside of the cabinet at 40,000 × g for 45 min at 1 °C.

The supernatant was passed through a HiTrap IMAC HP (1 × 5 mL; GE Healthcare) column using an ÄKTA Prime system at 1 mL/min. The column was washed with Buffer A until A_280 nm_ < 0.1. Bound proteins were eluted using a 100 mL linear gradient from 0 to 100% Buffer B (50 mM TRIS, 100 mM CaCl_2_, 200 mM L- Cysteine, 5% glycerol, pH 8). A HiTrap Heparin (1 × 1 mL; GE Healthcare) column was used to remove the L- Cysteine, using buffer C (50 mM TRIS, 2 M NaCl, 5% glycerol, pH 8) to elute the protein. Fractions containing RsrR-His were pooled and stored in an anaerobic freezer until needed. RsrR-His protein concentrations were determined using the method of Bradford (Bio-Rad Laboratories)^55^, with BSA as the standard. Cluster concentrations were determined by iron assay^56^, from which an extinction coefficient, ε, at 455 nm was determined as 3450 ± 25 M^−1^ cm^−1^, consistent with values reported for [2Fe-2S] clusters with His coordination^21^.

### Preparation of Apo- RsrR

Apo-RsrR -His was prepared from as isolated holoprotein by aerobic incubation with 1 mM EDTA overnight.

### Spectroscopy and mass spectrometry

UV-visible absorbance measurements were performed using a Jasco V500 spectrometer, and CD spectra were measured with a Jasco J810 spectropolarimeter. EPR measurements were performed at 10 K using a Bruker EMX EPR spectrometer (X-band) equipped with a liquid helium system (Oxford Instruments). Spin concentrations in the protein samples were estimated by double integration of EPR spectra with reference to a 1 mM Cu(II) in 10 mM EDTA standard. For native MS analysis, His-tagged RsrR was exchanged into 250 mM ammonium acetate, pH 8, using PD10 desalting columns (GE Life Sciences), diluted to ~21 μM cluster and infused directly (0.3 mL/h) into the ESI source of a Bruker micrOTOF-QIII mass spectrometer (Bruker Daltonics, Coventry, UK) operating in the positive ion mode. Full mass spectra (*m*/*z* 700–3500) were recorded for 5 min. Spectra were combined, processed using the ESI Compass version 1.3 Maximum Entropy deconvolution routine in Bruker Compass Data analysis version 4.1 (Bruker Daltonik, Bremen, Germany). The mass spectrometer was calibrated with ESI-L low concentration tuning mix in the positive ion mode (Agilent Technologies, San Diego, CA).

### Electrophoretic Mobility Shift Assays (EMSAs)

DNA fragments carrying the intergenic region between *sven1847* and *sven1848 of the S. venezualae* chromosome were PCR amplified using *S. venezualae* genomic DNA with 5′ 6-FAM modified primers (Table 2). The PCR products were extracted and purified using a QIAquick gel extraction kit (Qiagen) according to the manufacturer’s instructions. Probes were quantitated using a NanoDrop ND2000c. The molecular weights of the double stranded FAM labelled probes were calculated using OligoCalc^57^.

EMSA reactions (20 μl) were carried out on ice in 10 mM Tris, 60 mM KCl, pH 7.52. Briefly, 1 μL of DNA was titrated with varying aliquots of RsrR. 2 μL of loading dye (containing 0.01% (w/v) bromophenol blue), was added and the reaction mixtures were immediately separated at 30 mA on a 5% (w/v) polyacrylamide gel in 1 X TBE (89 mM Tris,89 mM boric acid, 2 mM EDTA), using a Mini Protean III system (Bio-Rad). Gels were visualized (excitation, 488 nm; emission, 530 nm) on a molecular imager FX Pro (Bio-Rad). Polyacrylamide gels were pre-run at 30 mA for 2 min prior to use. For investigations of [2Fe-2S]^1+^ RsrR DNA binding, in order to maintain the cluster in the reduced state, 5 mM of sodium dithionite was added to the isolated protein and the running buffer (de-gassed for 50 min prior to running the gel). Analysis by UV-visible spectroscopy confirmed that the cluster remained reduced under these conditions.

## Additional Information

**How to cite this article**: Munnoch, J. T. *et al*. Characterization of a putative NsrR homologue in *Streptomyces venezuelae* reveals a new member of the Rrf2 superfamily. *Sci. Rep*. **6**, 31597; doi: 10.1038/srep31597 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset S1

## Figures and Tables

**Figure 1:**
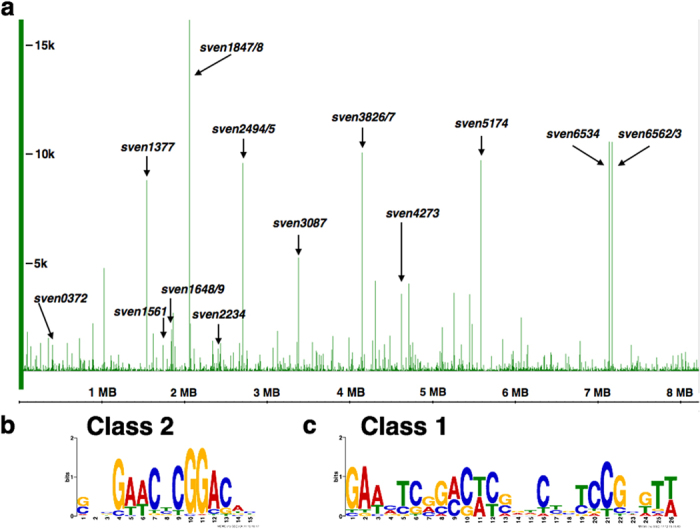
Defining the regulon and binding site for RsrR. Top panel (a) shows the whole genome ChIP-seq analysis with class 1 sites labeled in black. The frequency of each base sequenced is plotted with genomic position on the x-axis and frequency of each base sequenced on the y-axis for *S. venezualae* (NC_018750). Bottom panel (b) shows the class 1 and 2 web logos generated following MEME analysis of the ChIP-seq data.

**Figure 2:**
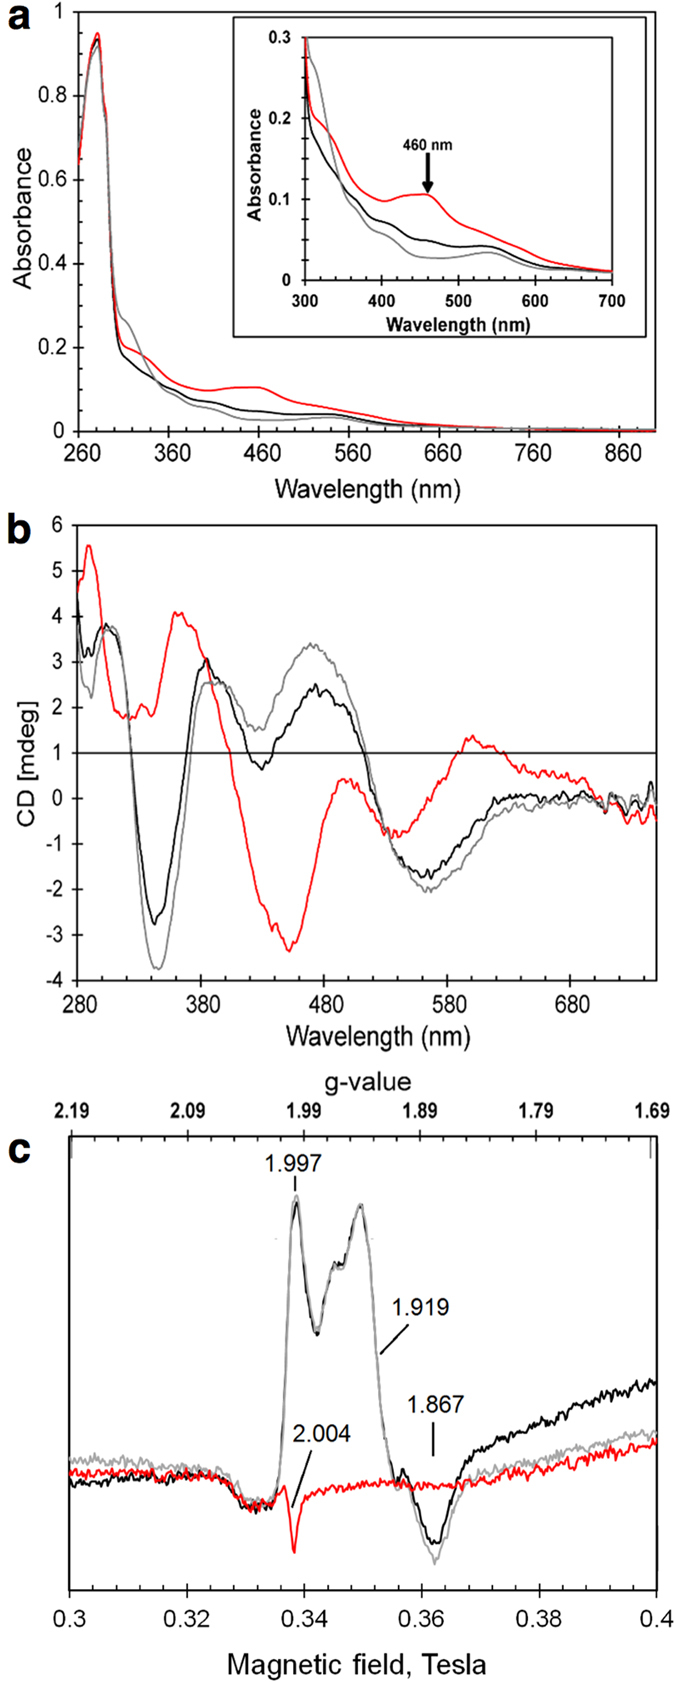
Spectroscopic characterization of RsrR. UV-visible absorption **(a**), CD (**b**) and EPR spectra (**c**) of 309 μM [2Fe-2S] RsrR (~75% cluster-loaded). Black lines – as isolated, red lines – oxidised, grey lines reduced proteins. In (**a**,**b**), initial exposure to ambient O_2_ for 30 min was followed by 309 μM sodium dithionite treatment; in (**c**) – as isolated protein was first anaerobically reduced by 309 μM sodium dithionite and then exposed to ambient O_2_ for 50 min. A 1 mm pathlength cuvette was used for optical measurements. Inset in (**a**) shows details of the iron-sulfur cluster absorbance in the 300–700 nm region.

**Figure 3:**
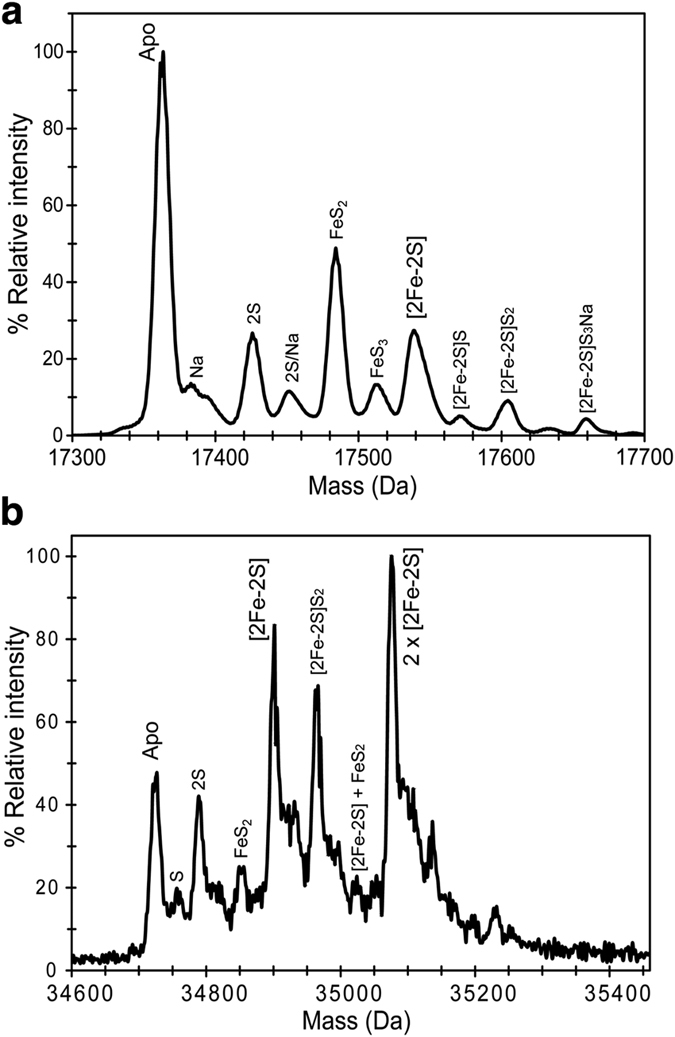
Native mass spectrometry of RsrR. (**a**,**b**) Positive ion mode ESI-TOF native mass spectrum of ~21 μM [2Fe-2S] RsrR in 250 mM ammonium acetate pH 8.0, in the RsrR monomer (**a**) and dimer (**b**) regions. Full *m*/*z* spectra were deconvoluted with Bruker Compass Data analysis with the Maximum Entropy plugin.

**Figure 4:**
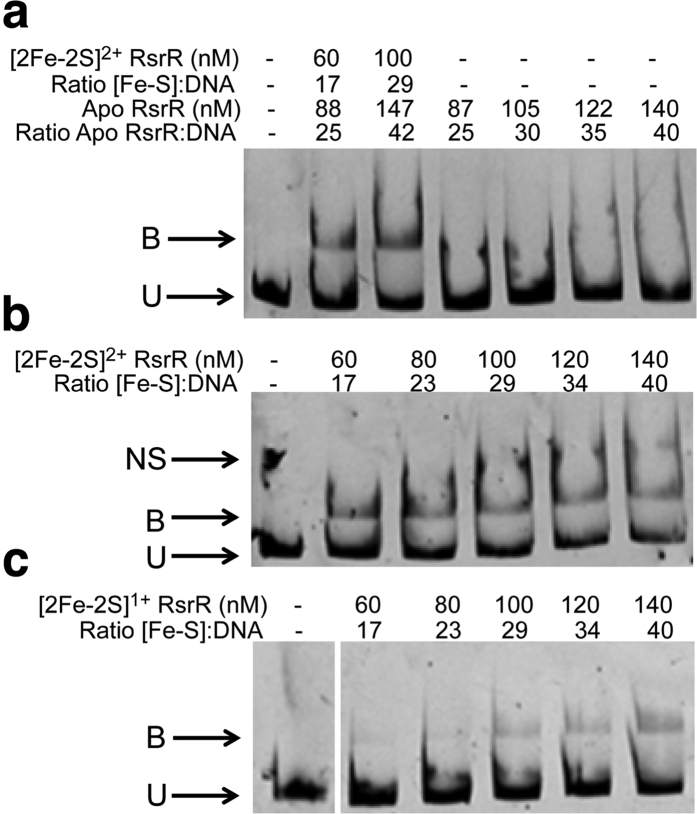
Cluster- and oxidation state-dependent DNA binding by [2Fe-2S] RsrR. EMSAs showing DNA probes unbound (U), bound (B), and non-specifically bound (NS) by (**a**) [2Fe-2S]^2+^ and apo-RsrR (**b**) [2Fe-2S]^2+^ RsrR and (**c**) [2Fe-2S]^1+^ RsrR. Ratios of [2Fe-2S] containing RsrR (Holo) and [RsrR] (apo) to DNA are indicated for (**a**) while the concentration of [2Fe-2S] RsrR only is reported in (**b**,**c**). DNA concentration was 3.5 nM for the [2Fe-2S]^2+/1+^ and apo-RsrR experiments. For (**a**,**b**) the reaction mixtures were separated at 30 mA for 50 min and the polyacrylamide gels were pre-run at 30 mA for 2 min prior to use. For (**c**) the reaction mixtures were separated at 30 mA for 1 h 45 min and the polyacrylamide gel was pre-run at 30 mA for 50 min prior to use using the de-gassed running buffer containing 5 mM sodium dithionite. For (**a**) both holo and apo protein concentrations are represented as the sample contained both forms due to incomplete cluster loading. The concentrations reported are of the [2Fe-2S] concentration.

**Figure 5:**
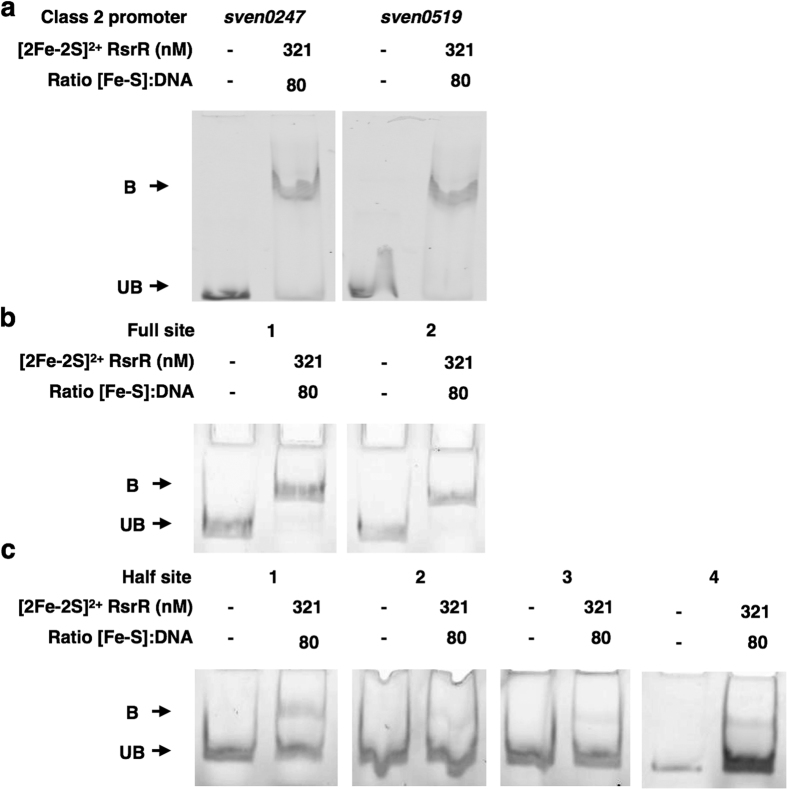
Oxidised RsrR binding to full site (class 1) and half site (class 2) RsrR targets. EMSAs showing DNA probes unbound (U) and bound (B) by [2Fe-2S]^2+^. Ratios of [2Fe-2S] RsrR and [RsrR] to DNA are indicated. DNA concentration was 4 nM for each probe. EMSA’s using class 2 DNA probes *sven0247* and *sven0519* (**a**), class 1 probes from the RsrR *rsrR* binding region (**b**) and the four possible half sites from the *rsrR* class 1 sites (**c**) were used. For (**a**) the reaction mixtures were separated at 30 mA for 1 h and the polyacrylamide gel was pre-run at 30 mA for 2 min prior to use. For (**b**,**c**) the reaction mixtures were separated at 30 mA for 30 min and the polyacrylamide gels were pre-run at 30 mA for 2 min prior to use. A representation of the *rsrR* promoter breakdown is also available in Supplementary Figure S3b.

**Figure 6:**
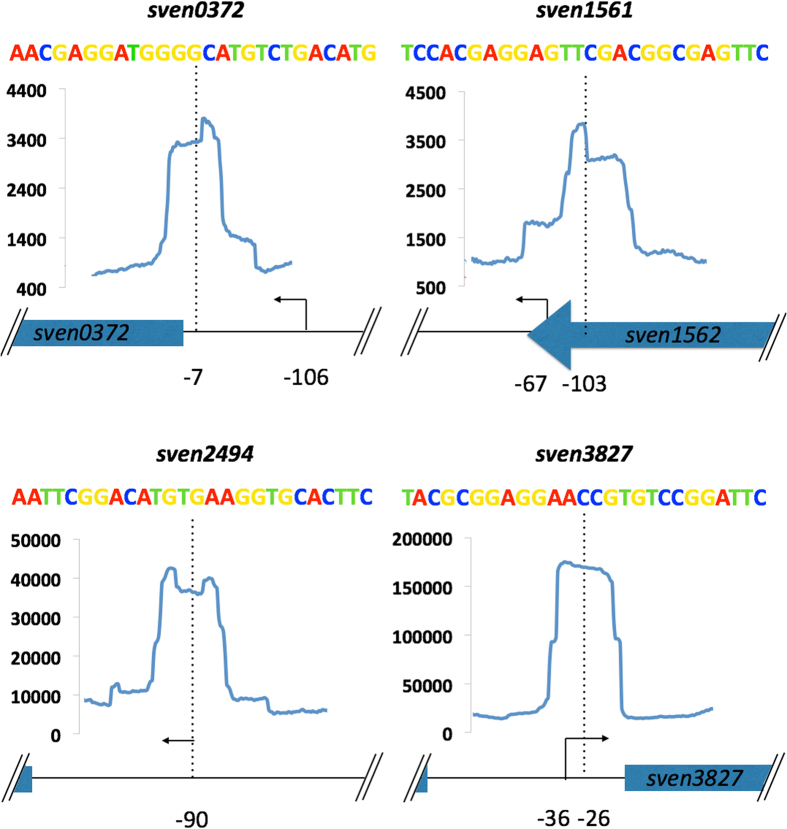
Graphical representation of combined ChIP-Seq, ChIP-exo and dRNA-seq for four class 1 targets. Each target has the relative position of ChIP-exo (blue line) peak centre (dotted line) and putative transcriptional start site (TSS - solid arrow) indicated with the distance in bp (black numbers) relative to the down stream start codon of target genes. The y-axis scale corresponds to number of reads for ChIP data with each window corresponding to 200 bp with each ChIP-peak being ~50 bp wide. Above each is the relative binding site sequence coloured following the weblogo scheme (A – red, T – green, C – blue and G – yellow) from the MEME results.

**Table 1:** Combined ChIP-Seq and RNA-Seq data for selected RsrR targets.

Flanking gene^a^		Distance^b^	Dist. TSS^c^	Fold change^e^	Annotation	Additional description
Left (−1)	Right (+1)					
	*sven0372*^d^	7	−99	−0.73	Two-component system histidine kinase	Involved in a two-component system signal transduction set
	***sven0519***^d^	**−993**		**0.53**	**Sulfate permease**	**Involved in sulfate uptake**
	***sven0772***	**−408**		**N/A**	**Xaa-Pro aminopeptidase**	**Peptidase releasing N-terminal amino acid next to a proline**
	*sven1561*^d^	103	36	−0.11	Glutamine synthase	Carries out the reaction: Glutamate + NH_4_ −> Glutamine
	*sven1670*	17		−0.28	Pyridoxamine 5′-phosphate oxidase	Involved in steps of the vitamin B6 metabolism pathway
**	**sven1686**	−41		N/A	Citrate lyase beta chain	—
	*sven1847*^d^	6		−0.89	3-oxoacyl-[acyl-carrier protein] reductase	Carries out: NADP+ dependant reduction of 3-oxoacyl-[ACP]
	***sven1902***	**−1643**	**−1689**	**−0.03**	**Glutamine synthase adenylyltransferase**	**Regulates glutamine synthase activity by adenylation**
	*sven2494*	90	0	−1.69	Hypothetical protein	—
	***sven2540***	**221**		**N/A**	**Glucose fructose oxidoreductase**	**D-glucose + D-fructose <> D-gluconolactone + D-glucitol**
	*sven3087*	51	51	−0.02	Acetyltransferase	Transfers an acetyl group
	*sven3827*^d^	26	−10	0.15	SAICAR synthetase	Involved in purine metabolism
*sven3934*		16		−0.21	Enhanced intracellular survival protein	—
	***sven4022***	**−772**		**−0.55**	**Hypothetical protein**	**NAD(P)-binding Rossmann-like domain**
**	*sven4273*	5		0.01	NADH-ubiquinone oxidoreductase chain I	Involved in the electron transfer chain, binds a [4Fe-4S]
	***sven5088***	**−77**		**−0.15**	**Epimerase/dehydratase**	**NADH dependant isomerase enzyme**
	*sven5174*^d^	−119		−0.18	Quinone oxidoreductase	H_2_ + menaquinone <>menaquinol
	***sven6227***	**73**		**−5.21**	**NADH-FMN oxidoreductase**	**FMNH_2_ + NAD^+^ <> FMN + NADH + H^+^**
*sven6534*		−100		0.97	Trypsin-like peptidase domain	A serine protease that hydrolyses proteins
*sven6562*^d^	*sven6563*^d^	72, −35	36	5.41^F^, N/A	*nmrA/rsrR*	DNA binding proteins, NADP/[2Fe-2S] binding

^a^Genes flanking the ChIP-seq peak.

^b^Distance to the translational start codon (bp).

^c^Distance to the transcriptional start site (bp).

^d^EMSA reactions have been carried out successfully and specifically on these targets.

^e^Relative expression (Log2) fold change WT vs. *RsrR::apr* mutant.

^f^Expression values defined for targets with >100 mapped reads.

Class 2 targets are highlighted in red.

**Table 2:** Strains and plasmids used during this study.

Strain/plasmid	Description	Source
*E. coli*		
TOP10	F- mcrA Δ(mrr-hsdRMS-mcrBC) φ80lacZΔM15 ΔlacX74 nupG recA1 araD139 Δ(ara-leu)7697 galE15 galK16 rpsL(Str^R^) endA1 λ^−^	Invitrogen
BW25113 (pIJ790)	*E. coli* BW25113 containing λRED recombination plasmid pIJ790	48,58
ET12567 (pUZ8002)	*E. coli* Δdam dcm strain containing helper plasmid pUZ8002	59,60
BL21	*F*^*−*^ *ompT gal dcm lon hsdS*_*B*_(*r*_*B*_^*−*^ *m*_*B*_^*−*^) *λ*(*DE3* [*lacI lacUV5-T7 gene 1 ind1 sam7 nin5*])	61
*Streptomyces*		
* S. venezualae*	*S. venezuelae* ATCC 10712 WT strain	4
* rsrR::apr*	*S. venezuelae* with a ReDirect disrupted *sven6563::apr*	
* rsrR::apr 3xFlag RsrR*	*rsrR::apr* with a pMS82 encoded N-terminal 3xFlag tagged *rsrR* with 300 bp of upstream flanking DNA (promoter)	This work
Plasmids		
pIJ773	pBluescript KS (+), aac(3)IV, oriT (RK2), FRT sites	48
SV-5-F05	Supercos-1-cosmid with (a 52181 bp) fragment containing *sven6562/3*	4
pMS82	*ori*, pUC18, *hyg, oriT*, RK2, int ΦBT1	62
pGS-21a	Genscript overexpression and purification vector (SD0121)	Genscript
pJM026	SV-5-F05 containing *sven6563::apr oriT*	This work
pJM027	pMS82, *rsrR* gene plus 300 bp upstream DNA with a c-terminal synthetic linker and 3xFLAG tag	This work
pJM028	pGS-21a, full length *rsrR* cloned NdeI/XhoI	This work
pJM029	pJM028 with a c-terminal 6xHis tag NdeI/XhoI	This work
pJM030	pJM028 with a c-terminal synthetic linker as with (flag), 2xFLAG tag and a 6xHis tag, cloned NdeI/XhoI	This work

**Table 3:** List of primers used in this study.

Name	Description	Sequence
JM0062	M13_Fwd sequence labelled with 6′Fam for EMSA reactions using M13Fam nested primers	CTAAAACGACGGCCAGT
JM0063	M13_Rev sequence labelled with 6′Fam for EMSA reactions using M13Fam nested primers	CAGGAAACAGCTATGAC
JM0109	RsrR (*sven6563*) forward disruption primer (Redirect)	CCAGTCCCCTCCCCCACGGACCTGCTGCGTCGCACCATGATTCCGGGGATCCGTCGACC
JM0110	RsrR (*sven6563*) reverse disruption primer (Redirect)	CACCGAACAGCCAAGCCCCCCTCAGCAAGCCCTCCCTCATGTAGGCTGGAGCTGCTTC
JM0111	RsrR (*sven6563*) forward test primer	ACGCGGCGACCACGTCGTGG
JM0112	RsrR (*sven6563*) reverse test primer	GCCCGTACGGTAGACCGCCG
JM0113	pMS82 cloning forward test primer	GCAACAGTGCCGTTGATCGTGCTATG
JM0114	pMS82 cloning reverse test primer	GCCAGTGGTATTTATGTCAACACCGCC
JM0117	M13Fam nested *sven1847* for primer sequence for EMSA reactions	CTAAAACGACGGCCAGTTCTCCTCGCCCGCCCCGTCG
JM0118	M13Fam nested *sven1847* rev primer sequence for EMSA reactions	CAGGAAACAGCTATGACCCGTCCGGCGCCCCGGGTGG
JM0119	M13Fam nested *sven3827* for primer sequence for EMSA reactions	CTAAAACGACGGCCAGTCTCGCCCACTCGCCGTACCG
JM0120	M13Fam nested *sven3827* rev primer sequence for EMSA reactions	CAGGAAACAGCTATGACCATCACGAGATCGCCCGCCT
JM0121	M13Fam nested *sven4273* for primer sequence for EMSA reactions	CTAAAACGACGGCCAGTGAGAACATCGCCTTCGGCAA
JM0122	M13Fam nested *sven4273* rev primer sequence for EMSA reactions	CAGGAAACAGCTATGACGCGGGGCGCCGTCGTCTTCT
JM0123	M13Fam nested *sven5174* for primer sequence for EMSA reactions	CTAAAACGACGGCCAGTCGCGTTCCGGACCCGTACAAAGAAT
JM0124	M13Fam nested *sven5174* rev primer sequence for EMSA reactions	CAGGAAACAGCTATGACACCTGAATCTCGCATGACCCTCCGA
JM0125	M13Fam nested *sven0372* for primer sequence for EMSA reactions	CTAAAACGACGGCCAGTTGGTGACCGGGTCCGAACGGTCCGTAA
JM0126	M13Fam nested *sven0372* rev primer sequence for EMSA reactions	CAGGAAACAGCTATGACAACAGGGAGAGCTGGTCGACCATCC
JM0127	M13Fam nested *sven1561* for primer sequence for EMSA reactions	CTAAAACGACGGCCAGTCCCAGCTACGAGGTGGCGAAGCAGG
JM0128	M13Fam nested *sven1561* rev primer sequence for EMSA reactions	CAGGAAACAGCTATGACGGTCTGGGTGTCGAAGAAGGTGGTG
JM0129	M13Fam nested *sven6563* for primer sequence for EMSA reactions	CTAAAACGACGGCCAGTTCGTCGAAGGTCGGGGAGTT
JM0130	M13Fam nested *sven6563* rev primer sequence for EMSA reactions	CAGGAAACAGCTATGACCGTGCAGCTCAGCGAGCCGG
JM0131	M13Fam nested *sven0247* for primer sequence for EMSA reactions	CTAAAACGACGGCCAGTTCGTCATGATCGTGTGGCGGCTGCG
JM0132	M13Fam nested *sven0247* rev primer sequence for EMSA reactions	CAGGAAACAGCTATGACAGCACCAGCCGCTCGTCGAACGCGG
JM0133	M13Fam nested *sven0519* for primer sequence for EMSA reactions	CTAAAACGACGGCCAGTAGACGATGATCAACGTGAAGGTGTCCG
JM0134	M13Fam nested *sven0519* rev primer sequence for EMSA reactions	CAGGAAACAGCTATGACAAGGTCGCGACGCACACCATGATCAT
JM0141	M13Fam nested *sven6562/3* Site 1-4 primer sequence for EMSA reactions	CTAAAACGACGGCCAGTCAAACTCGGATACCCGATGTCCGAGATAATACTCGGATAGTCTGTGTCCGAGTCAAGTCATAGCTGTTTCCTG
JM0142	M13Fam nested *sven6562/3* Site 1-2 primer sequence for EMSA reactions	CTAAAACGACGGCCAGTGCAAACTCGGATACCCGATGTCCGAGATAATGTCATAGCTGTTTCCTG
JM0143	M13Fam nested *sven6562/3* Site 3-4 primer sequence for EMSA reactions	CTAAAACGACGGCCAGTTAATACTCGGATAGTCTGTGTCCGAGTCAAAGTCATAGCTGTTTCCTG
JM0144	M13Fam nested *sven6562/3* Site 1 primer sequence for EMSA reactions	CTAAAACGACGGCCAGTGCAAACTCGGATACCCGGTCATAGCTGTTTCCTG
JM0145	M13Fam nested *sven6562/3* Site 2 primer sequence for EMSA reactions	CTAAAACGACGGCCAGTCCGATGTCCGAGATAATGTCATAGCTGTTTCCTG
JM0146	M13Fam nested *sven6562/3* Site 3 primer sequence for EMSA reactions	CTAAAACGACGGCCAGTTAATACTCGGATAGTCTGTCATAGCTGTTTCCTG
JM0147	M13Fam nested *sven6562/3* Site 4 primer sequence for EMSA reactions	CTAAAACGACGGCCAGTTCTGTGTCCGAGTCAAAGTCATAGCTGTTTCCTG

Primers JM0119-JM0134 were used to produce EMSA DNA templates that were successfully shifted using purified RsrR and mentioned in the text but the data is not shown as part of the work.

# Supplementary material for: Characterization of a putative NsrR homologue in Streptomyces venezuelae reveals a new member of the Rrf2 superfamily
**Source:** Sci Rep. 2016 Sep 8;6:31597. doi: 10.1038/srep31597
**Supplement:** Supplementary Information

**Characterization of a putative NsrR homologue in *Streptomyces venezuelae* reveals a new member of the Rrf2 superfamily**

John T. Munnoch1, Ma Teresa Pellicer Martinez2, Dimitri A. Svistunenko3, Jason C. Crack2, Nick E. Le Brun2# and Matthew I. Hutchings1#

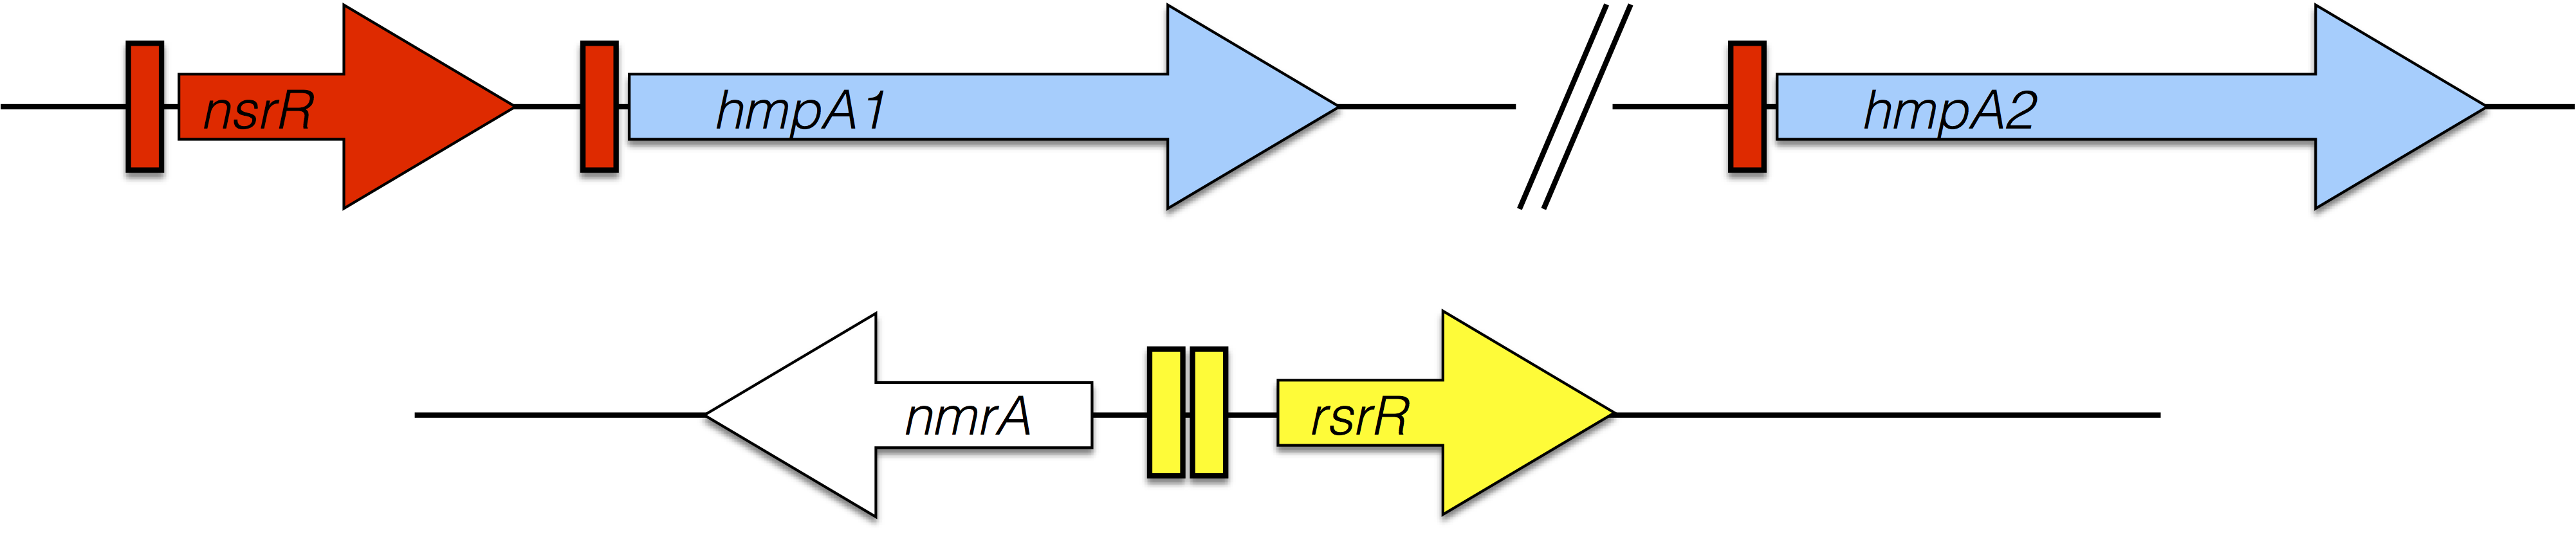

**Figure S1. *Streptomyces* NsrR proteins are genetically linked to genes encoding the NO dioxygenase** HmpA. Shown here (top) in *S. coelicolor* where ScNsrR (red) regulates itself and both HmpA (blue) homologues and is linked to *hmpA1*. ScNsrR binding sites are shown as red boxes. *S. venezuelae* does not encode an HmpA homologue and Sven6563 (RsrR, yellow) is divergently transcribed from *sven6562* (NmrA, white) which encodes a LysR family regulator with an NmrA-type NAD/NADP binding domain. NmrA (PMID: 12764138) is a transcriptional repressor in fungi which can distinguish between oxidised and reduced NAD and NADP and may be a redox sensor. Both *nmrA* and *rsrR* are repressed by RsrR binding (yellow boxes) at two 25 bp sites separated by 1 bp.

**Figure S2. Illustration of the *nmrA-rsrR* promoter region including the RsrR binding sites.** (a) A graphical representation of the 107 bp promoter region for *nmrA* (*sven6562*) and *rsrR* (*sven6563*) along with the sequence showing the two class 1 binding sites (purple (motifs 1 and 2) and orange (motifs 3 and 4)) and the flanking sequences (blue and green). (b) A graphical representation indicating the binding sites used for the Figure 5 promoter probes. Down the left (1) = Figure 5b 1, (2) – Figure 5b 2, (3) Figure 5c 1, (4) Figure 5c 2, (5) Figure 5c 3, (6) Figure 5c 4.

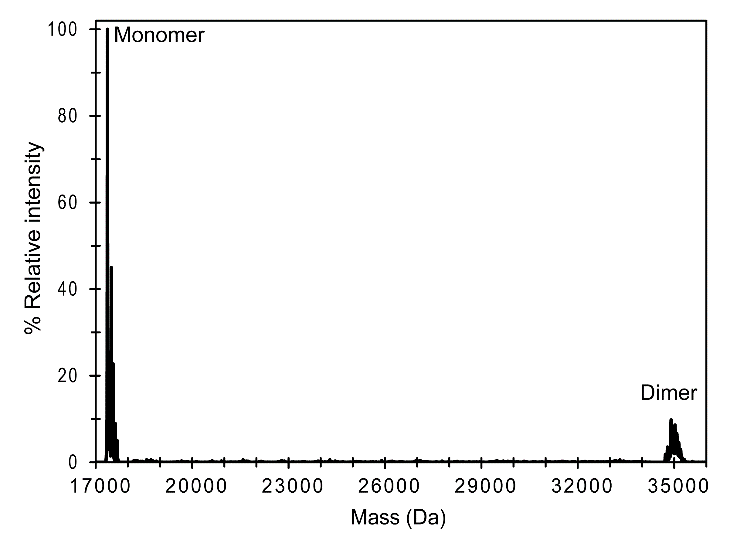

**Figure S3. Full range native mass spectrum of RsrR**. Positive ion mode ESI-TOF native mass spectrum of ~21 µM [2Fe-2S] RsrR in 250 mM ammonium acetate pH 8.0, The full *m*/*z* spectrum was deconvoluted with Bruker Compass Data analysis with the Maximum Entropy plugin.

How the deposited data were processed for this re-analysis (not part of the article)

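Expression was measured in wild-type *S. venezuelae* and in the *rsrR::apr* mutant, and TSS were called in the same 2 strains. The 4 deposited samples were mapped to strain, treatment and the 16 h time point from their labels and the results text. The expression table and the calls hold 1 value per strain, so strains were compared without replicates and no p-value for a difference in expression was computed.

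In the expression table the authors deposited raw read counts per gene, the counts of reads that map to a single place, and a normalized expression value. The authors' normalized value is a CPM: in both columns it equals the count times 1 factor, and it sums to 1000000 over all features, those whose identifiers carry r or t included. The methods name the Tuxedo protocol, and the aligner, the counter and their versions are not given in the sources used here. The table has 18 columns, of which 4 per-sample columns were not used because they repeat the counts and the gene positions in other columns. All features name a gene or an r or t feature, so none was removed from the library totals. Gene positions are as in the table, converted to start from 1.

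The TSS were called by the authors with TSSAR, and each call has a position, a class, a comment naming genes, the authors' p-value and a Difference. The deposited p-value and Difference were used as given, to describe and rank the calls within a strain and to compare positions called in both strains. A TSS was assigned to a gene by the authors' comment. The TSSAR version and settings are not given in the sources used here.

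From these values the log2 ratio of mutant to wild type was computed, with no pseudocount where both values were above 0 and a pseudocount of 1 otherwise. The intervals are exact conditional binomial intervals at 95%. Genes with more than 100 reads in at least 1 library were ranked and counted by a fixed size of 1 on the log2 scale, since the paper's text names no threshold. The median of a gene list was set against 10000 random lists of as many genes, matched on mean expression in 20 bins, and its counting interval comes from 2000 Poisson redraws of the reads. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The computation was tested on simulated counts with the means and library sizes of these libraries. Of 200 genes changed by known folds well past the size of 1, 174 passed the filter. After scaling by the median of ratios, 100% of these were recovered past 1 and no unchanged gene was called. The intervals covered the known ratio in 95.09% of the 5499 simulated genes tested. The simulated counts held counting error only, with no variation between cultures. The simulation therefore checks the computation and gives no rate of false calls for the real libraries. Of 100 lists drawn with no change, 3 fell outside the middle 95% of the random lists.

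At this depth a gene with 1 to 3 reads in a library has an interval several log2 units wide, and 134 features in the wild type and 76 in the mutant had no read. More than 100 reads were counted for 3751 features in the wild type, 5493 in the mutant and 3733 in both.

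The tests, the alternatives and the rule for naming genes were set before the data were examined, except where the text says otherwise. The rule names every gene in the paper's text, Table 1, Fig. 1a or Fig. 6, the *nuo* operon, the 3 genes on each side of *sven6562* and *rsrR*, and the 5 genes with the largest increase and the 5 with the largest decrease. The *nuo* genes are given mainly as range and median, and genes without an annotation by position where possible. *sven0247* falls under the rule and was added to the named genes after the other results were seen. The values of Table 1 had been seen by then. Gene annotations come from the copy of Supplementary data S1 used here, which names 2545 genes, and from the paper. That copy names genes that flank its listed peaks, so a gene it annotates lies beside a listed peak. The reference list of gene symbols matched 0 of the locus tags.

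The alternatives were scaling by total counts, which equals the authors' scaling, scaling by the median of ratios, pseudocounts of 1 and 10, no filter, filters of more than 100 reads in both libraries and more than 1000 in at least 1, thresholds of 2 on the log2 scale and 1.5 on the linear scale, other windows and tolerances, and other classes of TSS. Chosen after seeing the data were uniquely mapped reads, library totals without the r and t features, and mutant reads thinned at random to the wild-type total.

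Not run were the share of TSS with a −10 element, as no genome sequence was used here, the change of genes by functional keyword, as the annotation is held only in part, and RPKM or FPKM, as the table gives neither. The ChIP-seq and ChIP-exo data were not analysed here.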

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

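The runs of adjacent genes and the tests of shared reads, wild-type read numbers, separate libraries and cultures, with Fisher's exact test and the random sets of start sites, were chosen only after the results were seen, while the tests of thinned reads and of start sites inside the runs were set before their values were known.

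The paper does not discuss 7 runs of at least 5 adjacent genes past the read filter that each rose by 1.5 or more on the log2 scale, above the level in the wild type, the only control. In 4 of these runs the supplementary annotation names a phage protein. Summed over the genes of each run, the log2 ratio of mutant to wild type was 3.17 at position 2312548 to 2318625 (222 reads in the wild type and 5333 in the mutant), where a phage capsid protein is annotated. It was 3.10 at 2322840 to 2335657 (411 and 9366 reads, phage major tail protein), 2.13 at 3122768 to 3140081 (2063 and 24050 reads, phage major capsid protein) and 3.71 at 4707062 to 4724498 (774 and 26976 reads, phage tail length tape-measure and major tail proteins). The 4 runs hold 61 genes, 29 of which the annotation used here covers, so no test of enrichment was run. They took 0.0893% of the wild-type and 0.635% of the mutant reads. Of the 5 genes with the largest increase, 4 lie in these runs.

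Of the technical explanations, only reads shared between copies are argued against for the 4 phage-annotated runs. Of their mutant reads, 99.6% map to a single place, so reads shared between copies cannot make the rise. The lowest counting bound of the summed ratio over the runs is 2.06. The runs were chosen for a rise of 1.5 or more in every gene. A bound above 0 therefore cannot decide on too few reads in the wild type. With the mutant reads thinned to the wild-type total, the lowest median of a run is 2.21. Thinning leaves the ratio anticipated for each gene unchanged, so it cannot decide on deeper sequencing. A difference confined to the libraries behind the table of counts stays open, as the libraries counted are not given. They may be among those behind the start sites, so these sites cannot decide it. At the 7 sense start sites in these runs that were called in both strains, the median log2 ratio of the Difference is 0, below the median of 1 over all positions called in both strains, and only 1.01% of 10000 random sets of 7 sense sites had a median as low. With sets matched on the wild-type Difference, which had a median of 6 at these sites, it was 0.42%. These sites are few, and sites called in the mutant alone are left out. All start sites called in the runs went from 22 in the wild type to 40 in the mutant, against 5515 and 7232 calls in all. These are too few to decide whether their share rose (Fisher's exact test, p = 0.248). DNA of the elements in the mutant library cannot be told apart, as the 40 start sites show RNA but set no limit on DNA. A difference between the 2 cultures rather than loss of *rsrR* stays open too, because there is 1 library per strain. That prophage-like genes were transcribed or copied in the mutant culture was not tested.

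The other 3 runs carry no annotation in the copy used here. Their summed log2 ratios were 1.96 at position 3119151 to 3122251 (139 and 1440 reads), 1.93 at 6441326 to 6445037 (216 and 2190 reads) and 1.93 at 7438990 to 7447653 (1452 and 14743 reads). No biological explanation was tested for these 3 runs. The first of them ends at 3122251, and the phage-annotated run at 3122768 to 3140081 begins shortly after. The phage-annotated runs at 2312548 to 2318625 and 2322840 to 2335657 also lie close together. Whether neighbouring runs belong to the same element was not tested.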

How the results depend on the processing

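Uniquely mapped reads, library totals without the r and t features and the thinning of the mutant reads were chosen only after the results were seen, and the other alternatives were planned.

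Of the 141 alternative values of the results that answer a comparison, 100 stayed within the counting interval or within 1.5 times the count, 41 moved further and 0 changed the direction of a called value. Of the alternative values of single named genes, 345 stayed and 15 moved, 14 of them under a pseudocount of 10, with no called direction changed. Scaling by total counts moved nothing because it equals the authors' scaling. The causes of the moves below were not tested, except that higher filters and thresholds leave fewer genes and that a pseudocount lowers the ratios of genes with few reads by construction.

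A pseudocount of 10 lowered *sven6562* to 4.97, brought its rank to 1, moved *rsrR* to −0.81 and left 453 genes higher and 216 lower. A pseudocount of 1 also gave rank 1 and moved *rsrR* to −2.99. Requiring more than 1000 reads in at least 1 library gave rank 1 among 1669 genes, 266 genes higher and 81 lower, and medians of 0.41 for the class 1 targets (3 genes) and 0.38 for the glutamate and glutamine genes (3 genes). It also gave medians of 0.50 for genes with a primary TSS in the mutant alone, 0.098 for those in the wild type alone and 0.14 for those in both. Without a read filter the class 2 median was −0.83, 839 genes were lower, and the highest median of a window of 500 genes was 0.28. Scaling by the median of ratios moved the *nuo* median to 0.13 and that of *sven4273* to *sven4278* to 0.23.

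More than 100 reads in both libraries left 341 genes higher. A threshold of 2 left 154 higher and 65 lower, and a threshold of 1.5 on the linear scale gave 1524 and 841. Beside the 72.0% of changed genes that were higher, the share was 53.2% with more than 100 reads in both libraries and 59.3% without a filter (1220 higher). It was 64.4% at the linear threshold, 65.0% with thinned mutant reads, 67.2% with the median of ratios, 67.7% with a pseudocount of 10 and 76.7% with the filter of more than 1000 reads. The other settings gave 70.3% to 74.3%, and more genes were higher than lower under all settings.

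Restricted to the primary class, the calls numbered 1228 and 1199 on the plus and minus strands of the wild type, 2427 in all, and 1440 and 1431 in the mutant, 2871 in all. Shared calls were 81.1% of the wild-type and 61.8% of the mutant calls at a tolerance of 0 nt, 65.6% of the mutant calls at 20 nt, 91.8% and 77.6% in the primary class, and 89.4% and 68.1% in the upper part by Difference. With any class of TSS the median of genes with a TSS in both strains was 0.042. Windows of 250 genes had medians between −0.21 and 0.72.

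Depth limits the genes with few reads most. *rsrR* in the mutant rests on 1 read, and the 3 genes ranked above *sven6562* rest on 1 or 2 reads in the wild type. No paired analysis was possible because the table holds 1 column per strain. The −10 element, keyword and RPKM or FPKM alternatives were not run.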

Differences from the paper's values

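All values of the paper in this part had been seen when the alternatives were set, and the comparisons with Fig. 6 and with the weaker TSS of *sven6562* were chosen only after the results were seen. A log2 value counts as different when its sign differs or when the paper's value lies outside the 95% counting interval. With a pseudocount the interval's ends were carried to that scale, with the reads of the gene in both libraries held fixed. A distance counts as different when its sign differs or when one value is more than 1.5 times the other, whatever the gap in nt.

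The paper gives log2 5.41 for *sven6562* in Table 1 and 5.3 in its discussion, and the value here is 5.98. Of the alternatives set before the data were examined, a pseudocount of 1 (5.84) has an interval whose lower end, 5.409, just takes in 5.41 and leaves out 5.3. With a pseudocount of 10 (4.97, 4.72 to 5.19), total counts or the median of ratios both of the paper's values stay outside.

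Of the 17 log2 values of Table 1, 9 differ. Apart from *sven6562*, the paper's value is −0.73 for *sven0372* against −0.20 here, −1.69 for *sven2494* against −0.87, and 0.01 for *sven4273* against 0.41. The signs differ for *sven1561* (the paper's −0.11 against 0.028), *sven3087* (the paper's −0.02 against 0.055), *sven1902* (the paper's −0.03 against 0.023), *sven3827* (the paper's 0.15 against −0.57) and *sven3934* (the paper's −0.21 against 0.34). For *sven1561*, *sven3087* and *sven1902* the paper's value lies within the interval. Scaling by the median of ratios gives *sven1561*, *sven3087* and *sven1902* the paper's sign and leaves the other 5 different. None of the pseudocounts or total counts closes any of these 8. Of the 8 values that do not differ, the paper's value falls outside the interval for *sven6534* with the median of ratios and both pseudocounts, for *sven6227* with both pseudocounts, and for *sven1847* and *sven4022* with the pseudocount of 10.

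For the distance from the binding site to the TSS, the paper gives 36 for *sven1561* against 67 here, 0 for *sven2494* against 90, −10 for *sven3827* against −4 and 36 for *sven6562* against 17. For *sven0372* the paper's −99 against −108 is within 1.5 times, although its gap in nt is larger than that of *sven3827*. Using calls of the wild type alone changes none of these. For *sven6562*, the weaker TSS called in the mutant alone gives 36. For *sven1561* and *sven2494*, the paper's numbers equal the distances found here from the TSS to the start codon, 36 and 0.

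The legend of Fig. 6 describes its distances as relative to the start codon. On that reading the paper's TSS lies at about −67 in Fig. 6, read by eye, for *sven1561* against −36 here, and at about −90 in Fig. 6, read by eye, for *sven2494* against 0 here. The TSS of *sven0372* and *sven3827*, at −115 and −30 here, are within 1.5 times the distances drawn. The paper's peak centre lies at about −26 in Fig. 6, read by eye, for *sven3827* against 6 here from Supplementary data S1, and the other 3 peak centres are within 1.5 times. Of the alternatives set earlier, calls of the wild type alone leave these distances as they are. The numbers drawn at the TSS of *sven0372*, *sven1561* and *sven3827* match the distances from the peak centre to the TSS found here, 106, 67 and 36.

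The paper calls *sven6562* the transcript with the highest induction, and it ranked 4 here. It ranked 1 with a pseudocount of 1 or 10 and with more than 1000 reads in at least 1 library. The paper states that no other direct target changes significantly, which could not be tested here with 1 library per strain. By size alone, the genes of its text, Table 1 and Fig. 1a were checked, apart from *sven6562* and the disrupted *rsrR*. Of these, *sven0247* (log2 1.92) and *sven7195* (−1.21) passed 1 here with more than 100 reads in a library. *sven2234* (−1.46) and *sven6227* (−4.00) passed 1 with fewer reads. Targets listed only in Supplementary data S1 were not checked as a list. The class 1 and class 2 targets of Table 1 past the filter, apart from *sven6562*, all stayed under 1. The footnote of Table 1 limits its expression values to targets with more than 100 mapped reads. Of its 17 values, 4 belong to genes with no more than 100 reads in both columns (*sven1847*, *sven2494*, *sven4022* and *sven6227*), while *sven1686*, with 179 reads in the mutant, has none. The paper speaks of TSS of both *sven6562* and *rsrR*, and 0 calls were found on the plus strand at *rsrR*. The results text names *sven5173* as the quinone oxidoreductase among the class 1 targets, and Table 1 lists *sven5174*. The results count *sven1561* among the class 1 targets of Fig. 6, and the discussion counts it among the class 2 targets.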

Other observations

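The falling runs, the t features, the comparison of called sites, the windows and the neighbour of *sven6562* were looked at further only after the results were seen, and so were their tests, except the test of uniquely mapped reads for the t features, which was set before its value was known.

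Beside the rising genes, 4 runs of at least 5 adjacent genes each fell by 1.5 or more on the log2 scale, 34 genes in all. They took 3.67% of the wild-type reads and 0.271% of the mutant reads. At position 3915545 to 3932927, where the annotation names phenylacetate-CoA oxygenase subunits, 17 genes went from 105316 to 18756 reads, a summed log2 ratio of −3.90. At 6481340 to 6489525, 6 genes fell from 31053 to 4880 reads, −4.08. The run at 722617 to 729779, with maltose transporter annotations, had −2.21, and the run at 6373372 to 6380477 had −1.69. Outside the runs, the superoxide dismutase gene *sven2415* also lost most of its TSS signal, as the Difference at position 2617048 was 1245 in the wild type and 59 in the mutant, the lowest ratio of all positions called in both strains. Reads shared between copies are argued against, since 100.0% of the wild-type reads of these runs map to a single place. The start sites cannot decide on a difference confined to the libraries behind the table of counts. Which libraries were counted is not given, and they may be among those behind the calls. At the 13 sense start sites of these runs and of *sven2415* called in both strains, the median log2 ratio of the Difference was −0.52, against 1 over all positions, and 0% of 10000 random sets of 13 sense sites had a median as low, also when matched on the wild-type Difference. Without *sven2415* the median was −0.48. The number of start sites called did not fall in these runs. It went from 10 in the wild type to 16 in the mutant at 3915545 to 3932927, and from 5 to 7 at 6481340 to 6489525. The runs at 722617 and at 6373372 each had 4 in both strains. A difference between the 2 cultures rather than loss of *rsrR* stays open, with 1 library per strain. These genes may mark another nutrient or growth state of the mutant culture, a hypothesis that these data cannot test.

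The features whose identifiers carry t were lower in the mutant. Of 59 past the filter, 54 had a ratio below 0, and their median was −0.93. In uniquely mapped reads the median over 46 of them was −0.65, so reads shared between copies do not account for the whole fall. Loss of short RNA in the mutant library could not be decided: the median of 17 other genes of up to 150 nt was −0.13, but these span 75 to 147 nt and the t features 71 to 94 nt. Other technical explanations, among them the exonuclease treatment named for the deposited samples, were not tested. Neither was any biological explanation.

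More TSS were called in the mutant, with 2582 unshared calls against 865. Deeper sequencing of the mutant cannot be told apart as a cause. The calls made in the mutant alone had a median Difference of 9, against 35 at shared sites, but unshared calls were weaker in the wild type too (5 against 17), and the depth behind the calls is not given here. Higher expression of the genes with a start site in the mutant alone is another explanation, which could not be tested separately. The 473 such genes past the filter had a median log2 ratio of 0.34, above 100% of the matched random lists, and the 132 genes with a primary TSS in the wild type alone had a median of 0.066 at percentile 42.9. Across 2166 genes, which are not independent replicates, the change in Difference at the TSS and the change in expression had a Spearman correlation of 0.379. The libraries counted are not given and may be among those behind the calls. The medians and the correlation are therefore no separate support for higher expression as the cause.

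Along the chromosome, windows of 500 genes had median log2 ratios between −0.072 and 0.45. The highest 3 were the first window at 0.38 and the last 2 at 0.45 and 0.37. The read filter with unequal depth was tested by requiring more than 100 reads in both libraries. The first window then had a median of 0.22 at percentile 100 of the matched lists, so the filter does not make all of the rise at the left end. At the right end the lower of the 2 percentiles was 94.47 and the other was 99.15, with medians of 0.024 and 0.076, so the part of the filter cannot be told apart there.

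The gene next to *sven6562* on its far side rose as well, by a log2 ratio of 1.75. Transcription continuing from *sven6562* could produce this, and 0 start sites were assigned to that gene. Its strand is not known here, so this cannot be told apart from a promoter of its own.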
